# Putrescine treatment has a higher effect on 5mC DNA methylation profile of wheat leaves under white than under blue light conditions

**DOI:** 10.1038/s41598-025-08184-y

**Published:** 2025-07-02

**Authors:** Imre Majláth, Kinga Benczúr, Altafur Rahman, Tibor Janda, István Likó, János Kádas, Magda Pál

**Keywords:** DNA methylation, Light quality, Polyamine, Metabolite profile, Wheat, Molecular biology, Plant sciences

## Abstract

Polyamines play a pivotal role in plant growth and development by modulating primary metabolism and gene expression patterns. However, their regulatory effect on epigenetics is still not clear. The impact of exogenous putrescine in wheat leaves was investigated to reveal novel insights into the intricate relationship between polyamines and DNA methylation. Since the outcome of putrescine treatment may vary depending on the light quality, the experiment was performed under both white and blue light, and MeDIP-seq method was applied to reveal the global methylation profile. Metabolite profiling revealed distinct changes induced by blue light and/or putrescine, and that the effect of putrescine in most cases was dominant under blue light. Blue light also exerted strong effects on methylation, and putrescine application could slightly induce further changes. Putrescine had a higher impact under white light, namely parallel with increased leaf spermidine level, a lower level of up-methylated genes involved in cellular component, but a higher level of down-methylated genes involved in molecular function and biological processes occurred compared to the blue light. Our results demonstrated that putrescine excess has a regulatory role in DNA methylation. These findings are also useful in understanding the relationship between polyamine metabolism and light conditions.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-025-08184-y.

## Introduction

Plants are sessile organisms exposed to very changeable and often unfavourable growth conditions. Thus, plants depend highly on gene expression and metabolite changes to respond quickly and appropriately to environmental stimuli. Polyamines (PAs) are well-studied plant growth regulators due to their participation in the organisation of several plant growth and development processes and stress tolerance in plants. Both increased endogenous synthesis and exogenous supply of PAs have been demonstrated to protect against different abiotic stress factors^1^. The most abundant PAs are putrescine (PUT), spermidine (SPD) and spermine (SPM), and the latter two are formed due to the subsequent addition of an aminopropyl moiety to the PUT skeleton. Their metabolism is very dynamic, partly because they are synthesised from each other, and on the other hand, due to the back-conversion of SPM/SPD to PUT. Together is the so-called PA-cycle^2^. It is more and more evident that the balance between the positive and negative effects of PAs is influenced by the fine-tuning of PA metabolism, which in turn plays an important role in the adaptation of plants. The metabolic pathways of polyamines (PAs) are intricately linked to the biosynthesis of various plant hormones and bioactive molecules, including ethylene, γ-aminobutyric acid (GABA), hydrogen peroxide (H_2_O_2_), proline and phytochelatins^2^. However, the biosynthesis of PAs is also linked to the methylation of genes. S-adenosylmethionine (SAM) is the common precursor of the synthesis of higher PAs (SPD and SPM) and DNA cytosine methylation^3^. The aminopropyl group of decarboxylated S-adenosylmethionine (dcSAM), which is converted from SAM, is added to PUT or SPD to form SPD or SPM, while the transfer of methyl group from SAM to cytosine at the C-5 position yields 5-methylcytosine (5mC).

Chromatin-based regulation without changing the DNA sequence plays an important role in the adaptation mechanism^4^. Epigenetic processes can easily regulate metastable changes at the gene expression level, and the resulting fine-tuned gene expression patterns can be responsible for observed phenotypic differentiation and adaptation to specific environments during the lifetime of plants^5–7^. DNA methylation is an essential epigenetic process which plays a fundamental role in gene regulation^8^. The most widely and extensively studied DNA methylation in eukaryotes is the methylation of the fifth position of the cytosine catalysed by DNA methyltransferase. Methylated DNA co-immunoprecipitation sequencing (MeDIP-seq) detects 5mC exclusively, targets low CpG density regions and finds high methylated regions in the whole genome rapidly and accurately^9^. While the relation between elevated PA uptake and DNA methylation has been extensively examined in humans and animals^3^, corresponding investigations in the realm of plant biology remain scarce. In mature wheat embryo culture, it was found that SPD levels correlated with DNA hypermethylation, and SPM levels with DNA hypomethylation^10^. In *Cattleya tigrina,* low SPD content was related to DNA methylation; in addition, higher DNA methylation percentage was detected in those samples where the level of PUT was lower^11^. In cabbage plants, seed-soaking with PUT resulted in demethylation both under NaCl stress and stressless conditions^12^. According to these findings, it could be hypothesised that as increased SPD and SPM synthesis reduce PUT and dcSAM levels, and as the competitive inhibitory effect of dcSAM on DNA methyltransferase has been suggested, the reduced dcSAM level can result in higher DNA methylation^13,14^.

Light is the most critical factor in plant growth and acclimation. Blue ratio of solar radiation varies during the year and even during the day due to certain environmental factors, for example, cloud cover^15^. Blue light is known to suppress plant growth extension, resulting in a compact phenotypic appearance compared to plants grown without blue light. However, there is growing evidence that blue light has beneficial effects, for example, enhance yield, increase the antioxidant capacity, the levels of protective metabolites, and improve plant tolerance^16,17^. Light-induced changes have been reported in various plant species, where not only the light quantity, but the quality also modulates gene expression pattern and metabolite composition^18–22^. The development of light-emitting diode (LED) technology opens new possibilities in plant biology to reveal the detailed effects of manipulated light characteristics and optimise the regulation of plant physiology. Light quality exerts a significant influence on the endogenous concentrations of plant growth regulators, including phytohormones and PAs^18^. Previously, it has been reviewed that PA metabolism is modulated by both the light quantity and quality in different plant species^2^. In addition, the length of the daily light period and the hours of illumination also influenced it^23^. Thereby light can modulate the physiological functions of PAs and PA-induced protective responses. Also in wheat, although changes in light quantity induced pronounced changes in the endogenous PA pool, hardly any influence was detected in the PA metabolism at the gene expression level. In addition, exogenous PA treatments influenced the PA metabolism differently under altered light intensities, leading to successful adaptation to lower light conditions^24^. In contrast, different light spectral conditions did not cause pronounced changes in the PA pool, but blue light decreased and red/far-red light increased the gene expression of PA metabolism-related genes. Roborative effects of PA treatments were also detected, especially under blue light^25^. Blue light-induced alterations in metabolite composition, including plant pigments, thiols, and amino acids, have been documented in wheat plants^26^. Furthermore, blue light-mediated regulation of gene expression and metabolite profiles has been demonstrated to have the potential to enhance freezing tolerance, exemplified by studies in barley^27^. In our recent study, it was demonstrated that PUT pre-treatment at 0.5 mM concentration, after 7 days had a protective effect against cadmium (Cd) stress in young wheat plants under both white and blue light conditions. In addition, blue light-regulated Cd tolerance was modified by PUT excess, regarding the phytochelatin synthesis, PA metabolism, and accumulation of phenolic compounds and plant hormones^28^.

PAs are promising biostimulants. Previously, it has been revealed that PUT treatment has roborative and protective effects in wheat plants, in addition close relationship between PA metabolism and light quantity exists. Thus, light spectra may influence the outcome of the PA treatment. The main goal of our study was to investigate further the background of the beneficial effect of PUT treatment and highlight the differences in response to PUT supplementation under white and blue light conditions in wheat seedlings. Both light and PUT may exert their effects at both metabolite and gene expression levels. In addition, due to the SAM as a common precursor, the synthesis of SPD and SPM, and DNA methylation is overlap, thus we hypothesised that PUT induce epigenetic changes. The present study is the first to investigate the interaction of blue light and PUT treatment at the DNA methylation level using MeDIP-seq method in wheat plants. Changes in endogenous PA levels, together with changes in the levels of certain metabolites, were monitored after 7 days of 0.5 mM PUT treatment.

## Materials and methods

### Plant material, growth conditions and treatments

Seeds of winter wheat plants (*Triticum aestivum* L. variety ‘Mv Béres’) were germinated for 3 days at 26 °C in the dark. Fifteen seedlings were planted into each plastic pots (volume: 0.4 L) and grown on modified Hoagland solution in Conviron PGR-15 plant growth chambers (Controlled Environments Ltd., Winnipeg, Canada) under 16/8-h light/dark periodicity and 22/20 °C day/night temperature with and 75% relative humidity^29^, and under two different light spectrums. Under white (W) light, 32.32% blue, 45.71% green, 20.71% red and 1.25% far-red composition, while under blue (B) light, 82.14% blue, 1% green, 16.7% red and 0.17% far-red composition was applied at 250 µmol m^−2^ s^−1^ photosynthetic photon flux density (PPFD) (Table S1). Light spectral conditions were established using modules equipped with LEDs according to a previous study^26^.

Seven days after the germination, half of the plants grown under either W or B light conditions were further grown without any treatment (WC or BC), while the other part of them got 0.5 mM PUT supplementation in the hydroponic solution (WP or BP) in the next 7 days. The PUT concentration and the duration of the treatment were selected according to our previous experiments on wheat seedlings^24,25^, where it was found under different light conditions (light intensities and spectral compositions), that 0.5 mM PUT treatment had positive effects and compensate physiological changes induced by the not favorable light conditions. In addition to these, recently we also demonstrated that 0.5 mM PUT treatment for 7 days as a pre-treatment elevated Cd stress under both white and blue light conditions^28^. During the experiment, the nutrition solution was changed every 2 days. At the end of the treatments, the leaves and the roots samples were collected for further analysis.

### Sample preparation and GC metabolomics analyses

Sample preparation was performed based on Gondor et al.^24^. Samples were extracted in methanol solutions (60% and 90%) and an internal standard was added before the extraction. For derivatization, an aliquot from the supernatant was dried under vacuum. The samples were injected into LECO Pegasus 4D GCxGC TOFMS (LECO Corporation, St Joseph, Michigan, USA), where the primary column was Rxi-5MS (30 m, 0.25 mm ID, 0.25 µm)(Restek GmbH, Germany), while the secondary column was Rxi-17Sil MS (1.5 m, 0.15 mm ID, 0.15 µm)(Restek GmbH, Germany). Identification was based on the Kovats retention index, the NIST Mass Spectral Search Program (InChI Library v 1.05) and Leco-FiehnLib for non-targeted assessments, while standards for targeted assessments. For data evaluation, LECO ChromaTOF 4.72 was used. The unit of measurement in the case of targeted compounds is µg g^−1^ FW. Equations for calibration and correlation coefficients targeted compounds listed in (Table S2).

### Analysis of PUT, cadaverine (CAD), SPD, SPM and DAP

200 mg of plant tissue was homogenised in 2 ml 0.2 N HClO_4_, and the homogenates were centrifuged at 4 °C for 10 min at 10,000 g. The supernatants were used for dansyl chloride derivatisation reactions according to Németh et al.^30^. Briefly, 100 μl aliquots of the supernatant were added to 200 µl of saturated sodium carbonate and the reaction was started with 400 μl of dansyl chloride in acetone (5 mg ml^−1^). The mixture was incubated at 60 °C for 1 h in the dark, and stopped with 100 μl of proline (100 mg ml^−1^). After 30 min, the PAs were extracted with 500 μl of toluene with vigorous vortexing for 30 s. The organic, upper phase, containing the PAs, was completely dried under nitrogen. The PA residue was dissolved in 1 ml of methanol, ultrafiltered through nylon membranes and used for analysis. The analysis of dansylated PAs was carried out according to Pál et al.^25^ via HPLC using a W2690 separation module on a reverse phase column (Kinetex C18, 5 μ, 100 × 4.6 mm, Phenomenex, Inc.) and a W474 scanning fluorescence detector with excitation at 340 nm and emission at 515 nm (Waters, Milford, MA, USA).

### MeDIP-sequencing

DNA isolation, quality control of the DNA isolates, methylated DNA Immunoprecipitation, next-generation MeDIP DNA sequencing, and the bioinformatical analysis of the primary results were performed at the UD-GenoMed Medical Genomic Technologies Ltd., Debrecen, Hungary.

#### DNA isolation and DNA QC measurements

The genomic DNA samples were isolated with NucleoSpin^®^ Plant II Kit (MACHEREY-NAGEL GmbH, Düren, Germany) according to the manufacturer’s instructions. This kit is designed for the isolation of genomic DNA from plant tissue using two optimized lysis buffer systems based on the established CTAB and SDS methods. DNA extracts were stored at − 80 °C until sequenced. Before the isolation for plant tissue homogenization green leaves were ground with mortar and pestle in the presence of liquid nitrogen.

Quantity and quality of the purified DNAs were checked with photometric method and 1% agarose electrophoresis. The DNA concentration and A260/280 ratio were measured with DeNovix spectrophotometer (DeNovix, Inc., Wilmington, DE, USA) according to the manufacturers’ instructions.

#### DNA fragmentation and methylated DNA immunoprecipitation

For immunoprecipitating the methylated DNA from the plant DNA isolates, a methylated DNA Immunoprecipitation (MeDIP) Kit (Abcam, Ltd., Cambridge, UK) was used. 1 ug of each DNA isolates added to the reaction buffer and sheared by sonication. DNA sonicated 2 × 5 pulses of 30 s at high energy level using Bioruptor Plus sonication device (Diagenode, LLC., Denville, NJ, USA) followed by 30 s rest on ice between each pulse and finally sonicated DNA incubated at 95 °C for 2 min and placed on ice. The fragmented DNA measured by Bioanalyzer 2100 (Agilent Technologies, Inc., Santa Clara, CA, USA) instrument using Agilent DNA 1000 Kit (Agilent Technologies, Inc., Santa Clara, CA, USA) according to manufacturer’s protocol to verify the size distribution of sonicated DNA. The next steps of immunoprecipitation procedure were done according to the manufacturers’ instructions.

#### MeDIP sequencing library generation and NGS library validation

To obtain the sequencing data high throughput sequencing analysis was performed on Illumina (Illumina, Inc., San Diego, CA, United States) sequencing platform. The DNA sequencing library was prepared using immunoprecipitated (12 samples) and pooled, fragmented IP input DNAs (4 pooled samples) with xGen™ ssDNA & Low-Input DNA Library Preparation Kit (Integrated DNA Technologies (IDT), Inc., Coralville, IA, USA) according to the manufacturer’s instructions.

Final libraries were measured using Bioanalyzer 2100 (Agilent Technologies, Inc., Santa Clara, CA, USA) instruments using Agilent DNA 1000 Kit (Agilent Technologies, Inc., Santa Clara, CA, USA) according to manufacturer’s protocol to verify the size and validate the quality.

#### Next generation sequencing and pre-processing of DNA-seq data

The normalized, pooled, and denatured library samples were sequenced on the Illumina NextSeq platform (Illumina, Inc., San Diego, CA, United States) using 75 + 75 bp paired-end chemistry with NextSeq 500/550 HiOutput Kit v2.5 (150 Cycles), producing on average 25 million raw reads per sample.

Bioinformatics analysis of differential methylation experiment from MeDIP was performed after the MeDIP paired end sequencing data were exported in FASTQ file format. The raw data from the sequencer, the reads collected in the fastq file (short sequencing reads), were subjected to qualitative analysis using the Fastqc (Babraham Bioinformatics) program.

The reads were trimmed using Trim Galore and Cutadapt to remove bases where the PHRED quality value was less than 20^31^. Trimmed sequences were removed if they become shorter than 50 bases. The FASTQC program (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used to evaluate the qualities of original and trimmed reads.

#### Sequence alignment and primary data analysis

The trimmed sequence sets (FASTQ-formatted) were aligned to reference genome using Burrows‐Wheeler Aligner (BWA)^32^. The wheat reference genome sequence in fasta and the annotation gff format were downloaded from the NBCI website (Representative genome: *Triticum aestivum* (bread wheat) (assembly GCF_018294505.1_IWGSC_CS_RefSeq_v2.1_genomic.fna)).

The analysis of the enriched methylated DNA locus was performed with bedtools (https://bedtools.readthedocs.io/en/latest/) and R statistical functions. The position and number of reads matching the wheat genome are characteristic of the methylation of the given DNA section. Therefore, using the bedtools program, the coordinates of the covered DNA sections (loci) and then the number of reads corresponding to these loci for each sample were determined. The Bioconductor package edgeR were used for differential methylation analyses of read counts arising from MeDIP. The package can be applied to any technology that produces read counts for genomic features. Testing for differential methylation of the locus performed by the GLM likelihood ratio test based on the idea of fitting negative binomial GLMs with the Cox-Reid dispersion estimates. Three independent biological repetitions were used for each treatment group.

### Overlap analysis between genomic ranges

The sequencing resulted in 10,969,813 differentially methylated raw read counts. To filter out counts with low-level methylation, the following criteria was applied. Two samples which have a read count greater than ten in any group were considered differentially methylated locus. The clean read counts with *p* < 0.01 were mapped to the IWGSC CS RefSeq v2.1 reference genome to find the overlaps between the methylated loci and the reference genomic regions. Before the overlap matching analysis, the start coordinates in the reference genome were extended to quasi promoter regions with 3 kb sequences on each strand, using the Biocmanager^33^, rtracklayer^34^ and GenomicRanges^35^ packages in *R* programming (v4.1 and 4.3.2.). The number of differentially methylated gene elements (DMGs) was computed for each treatment combinations. The result of the overlap analysis of genomic ranges was further filtered for log_2_FC >|1.5|. The Entrez gene identifiers of the up- and down-methylated datasets were then separately used for downstream analyses. An upset analysis was performed to find and visualise the numbers of common and individual transcripts between the treatment combinations, using the UpSetR package^36^.

### Principal component analysis (PCA) for DNA methylation data

The PCA was computed using the FactoMineR^37^ and FactoExtra^38^ packages in *R*. The biplot illustration shows the magnitude and direction of the coefficients for the original variables in a plane of PC1 and PC2, based on the similarity of individual variable.

### Gene ontology analysis (GO)

The GO mapping of the Entrez IDs was carried out by using the online analysis tool agriGO v2.0^39^. Singular enrichment analysis (SEA) was performed using the ENSEMBL gene IDs of the significant DMGs (log_2_FC >|1.5|) and the *Triticum aestivum* (Chinese Spring) gene ID (GO version 2016) as a background. To compute the significantly overrepresented terms, a hypergeometric statistical test combined with the Hochberg (FDR) multiple test adjustment method (*p* < 0.05) was set to regulate the occurrence of false positives. The ShinyGO v0.80 application^40^ was also run to remove redundant terms from three major GO classes.

### Gene expression analysis

Total RNA was extracted from fully developed leaf samples (approx. 100 mg) and cleaned using TRI Reagent® and Direct-zol™ RNA MiniPrep Kit (Zymo Research, Irvine, CA, USA). cDNA synthesis was carried out by using M-MLV Reverse Transcriptase (Promega Corporation, Madison, WI, USA) and oligo(dT)18 (Thermo Fisher Scientific). PCRBIO SyGreen Mix (PCR Biosystems, London, UK) and CFX96 Touch™ Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA) were used for quantitative real-time PCR reaction according to Tajti et al.^41^. For primer sequences see Table S3. 42, 43.

Gene expression analysis was performed in order to reveal the relationship between the methylated genome profile and the expression level of certain genes. Genes were chosen according to the detected, most remarkable changes (log_2_FC >|5|) in methylome.

### Statistical analysis

Three independent experiments were performed, and the most representative data are presented here regarding the PA and metabolite contents. This repetition was also used for the methylation profile and gene expression analyses. The results represented at least three biological replicates for each treatment group. The Duncan post-hoc test was performed using SPSS 16.0. 2-way ANOVA test using SPSS 16.0 was performed on the results of PA and metabolite contents.

## Results

### Changes in certain metabolite quantities

Certain metabolite compounds related to the tricarboxylic acid cycle (TCA cycle), amino acid synthesis and PA metabolism were detected in the leaves of plants after the treatments. Exposure to B light or PUT treatment also elicited distinct alterations in the metabolite profile compared to the W light control group (refer to Table 1). Notably, under B light, however not always statistically significant increases were found in asparagine (Asn), serine (Ser), aconitic acid (ACON), itaconic acid (ITA), oxalic acid (OXA), 5-Oxo-proline (Glp), and gamma-aminobutyric acid (GABA), alongside decreases in shikimic acid (SHIK) and malic acid (MAL) levels. Conversely, PUT treatment under W light conditions resulted in the accumulation of aspartic acid (Asp), SHIK, and other tricarboxylic acids (TCA) cycle intermediates, including citric acid (CIT), succinic acid (SUCC), fumaric acid (FUM), and OXA. Intriguingly, following PUT treatment, reduced levels of asparagine (Asn), glycine (Gly), alanine (Ala), ACON, glutamic acid (Glu), Glp, and ornithine (Orn) were observed compared to the W light control conditions. PUT treatment also induced certain changes under B light, which were partly similar to those observed under W light, however sometimes the effect of B light was more dominant. So, PUT treatment could specifically increase the levels of SHIK and OXA, while decreased the Asn, Gly, Glp and Orn contents. The effect of B light was more ascendant even after PUT treatment in the case of ACON, MAL and GABA. Furthermore, an additive effect of B light and PUT treatment resulted in the most elevated concentrations of threonine (Thr), Ser and Glu, accompanied by the lowest levels of phenylalanine (Phe) and MAL observed in plants treated with BP.

**Table 1:**
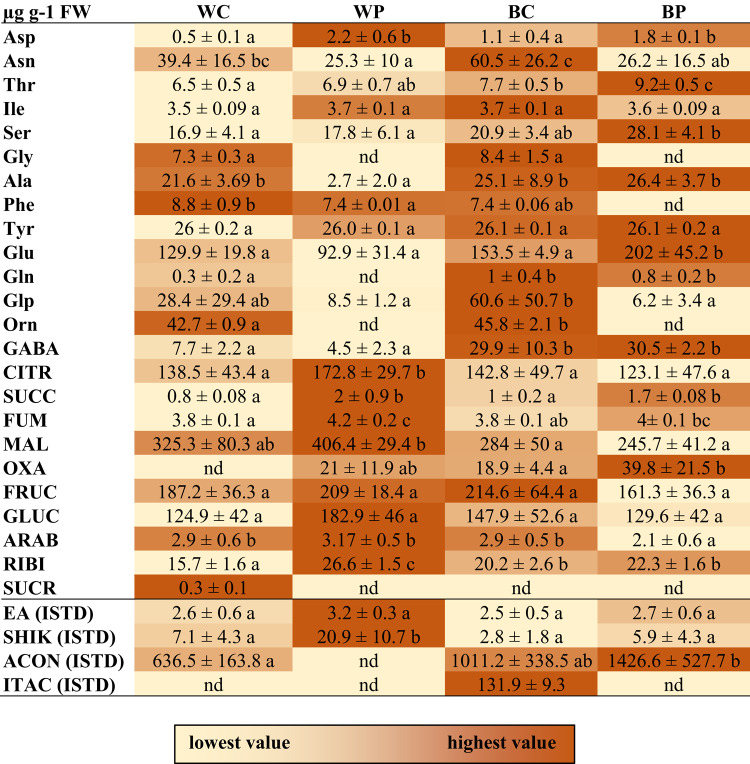
Colour-scaled table shows changes in metabolite profile without (C) or with (P) 0.5 mM putrescine pre-treatment under white (W) or blue (B) light conditions in the leaves of wheat plants.

Values are means ± SD. Statistically significant differences are indicated with different letters at *p* < 0.05 level. nd: under the detection limit. The coloured background was formatted for the individual metabolites; light brown indicates the lowest and dark brown the highest value. *ACON* aconitic acid, *Ala* L-Alanine, *ARAB* D-arabinose, *Asn* asparagine, *Asp* L-aspartic acid, *CITR* citric acid, *EA* ethanolamine, *FUM* fumaric acid, *FRUC* D-fructose, *GABA* gamma-aminobutyric acid, *Gln* L-glutamine, *Glp* L-5-oxoproline, *Glu* L-glutamic acid, *GLUC* D-glucose, *Gly* glycine, *Ile* L-isoleucine, *ITAC* itaconic acid, *MAL* malic acid, *Orn* L-ornithine, *OXA* oxalic acid, *Phe* phenylalanine, *RIBI* d-ribose, *SHIK* shikimic acid, *SUCC* succinic acid, *SUCR* sucrose, *Ser* serine, *Thr* L-threonine, *Tyr* L-tyrosine. ISTD indicate internal standard calibration for non-targeted analysis.

Variance analysis also showed a special, dominant influence of light treatment on Asn, Phe, SUCC, MAL, Glu, GLUC, and ARAB. At the same time, the significant effect of PUT treatment on the investigated parameters was the most pronounced in the case of Asp, Gly, SHIK, CITR, ACON, FUM, OXA, and Orn. The interaction of PUT treatment and light conditions was also confirmed to be significant and additive due to the combined PUT and B light treatment in the case of Ser, CITR, and Glu (Table S4).

### Changes in polyamine contents and spermidine synthase gene expression level

The most dominant PA was SPD both in the leaves and roots of wheat plants (Fig. 1A–B). B light alone did not induce remarkable differences in PA content either in the leaves or roots. Excess of PUT slightly influenced the PA levels in the leaves, but increased statistically significantly the SPD content under W light. PUT treatment resulted in more characteristic changes in the roots. The catabolite of the SPD and SPM oxidation, DAP increased by PUT treatment, but this increment was statistically significant only under B light. The level of PUT increased after PUT treatment only under W light conditions. On the other hand, the amount of SPD decreased after PUT application under both light conditions. A similar tendency was found in the case of the SPM.

**Fig. 1:**
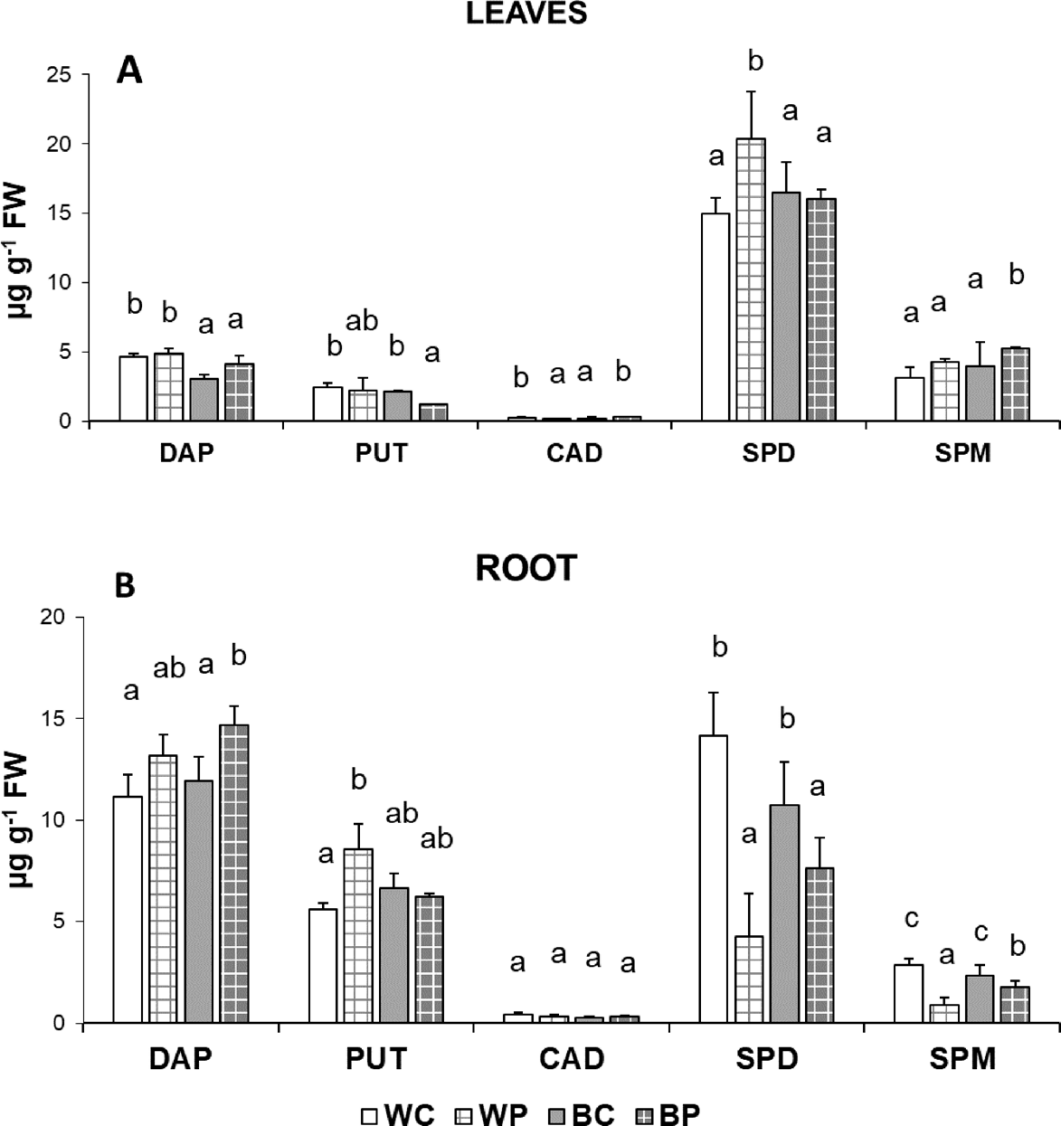
Polyamine contents (DAP: 1,3-diaminopropane, PUT: putrescine, SPD: spermidine and SPM: spermine) without (C) or with (P) 0.5 mM putrescine pre-treatment under white (W) or blue (B) light conditions in the leaves (**A**) and roots (**B**) of wheat plants. Values are means ± SD. Statistically significant differences are indicated with different letters at *p* < 0.05 level.

Variance analysis also confirmed that light alone had a significant effect on leaf DAP and SPD content, and root DAP, PUT, SPD and SPM contents, while PUT treatment had a significant, unique effect only on leaf DAP and PUT. In light and PUT treatment interaction significant effect was observed in the case of lead CAD and SPD, and root PUT, SPD and SPM (Table S5).

Despite the similar levels of leaf SPD content under W and B light conditions, the gene expression level of spermidine synthase (*TaSPDS*) in the leaves was slightly lower under B light both with or without PUT treatment (Fig. 2A). Tendentious increase in SPD content of WP-treated leaf samples compared to the control (WC) was not in relation with the pattern of leaf *TaSPDS* expression in case of these treatments. Although the PUT treatment reduced the SPD content in the roots, it was only able to induce a slight decrease in *TaSPDS* expression under B light (Fig. 2B).

**Fig. 2:**
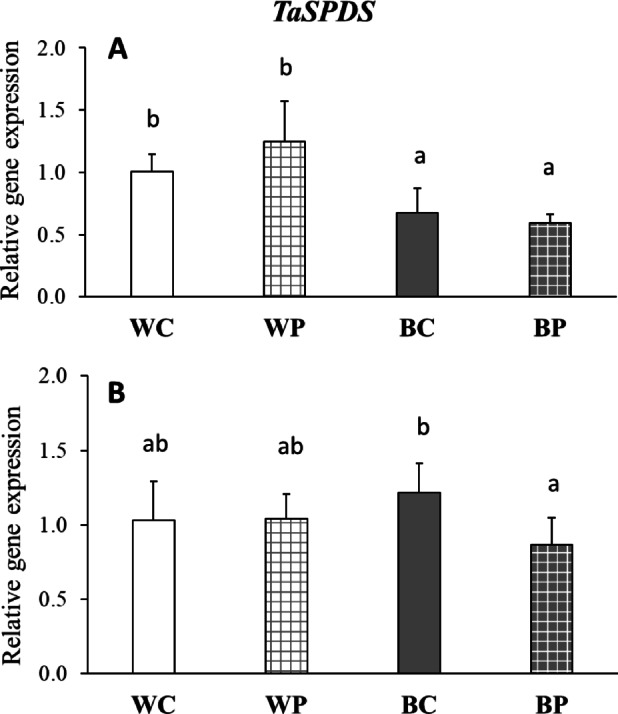
Gene expression level of spermidine synthase (*TaSPDS*) without (C) or with (P) 0.5 mM putrescine pre-treatment under white (W) or blue (B) light conditions in the leaves (**A**) and roots (**B**) of wheat plants. Values are means ± SD. Statistically significant differences are indicated with different letters at *p* < 0.05 level.

### Analysis of changes in methylome

#### The methylome analysis of wheat under different light and PUT treatments

Filtering out the read counts with low-level methylation from 10,969,813 differentially methylated raw counts, 539,307 high-quality, clean reads counts were obtained, with an average of 19,926 reads for each treatment combination. 

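In MeDIP-seq, fragments of genomic DNA that carry 5mC are enriched with an antibody and then sequenced. The leaves came from wheat plants treated for 7 days without (C) or with (P) 0.5 mM PUT under W or B light, in the groups WC, WP, BC and BP. Each group had 3 libraries from independent biological repetitions, 12 libraries in all. The authors trimmed the reads, aligned them with BWA to the IWGSC CS RefSeq v2.1 genome, took the covered sections as loci with bedtools and counted the reads of each library at each locus. The values used here are these counts, which the authors deposited without normalization, and input libraries were not used here. The 12 libraries shared 1 set of 11509120 loci with a median length of 522 bp. The total count per library was 15812048 to 18824815 in WC (median 18496943) and 17097608 to 18025436 in WP (median 17339219). It was 19973576 to 20489813 in BC (median 20041741) and 19641114 to 21355140 in BP (median 20549749). Each library covered only part of the loci, and 32.1% of them had a count in 1 library only. A count was found at 2436552 ± 779741 loci in WC, 2882595 ± 437107 in WP, 4184991 ± 332816 in BC and 3898962 ± 600821 in BP (SD, n = 3 libraries each). The mean was 4041977 ± 461785 loci under B light and 2659574 ± 615882 under W light (SD, n = 6 libraries each), a difference of 1382403 loci (two-sided exact permutation test, p = 0.00433). Adjusted over the 64 comparisons made between libraries (Benjamini-Hochberg), this p was 0.0924, and the smallest p that 6 libraries against 6 allow is 0.00216. Most of the 64 set 3 libraries against 3, where no p below 0.1 is possible, and this raises the adjusted p. With the loci kept by the filter counted instead of all loci, the difference between B and W light was 42710 loci (exact permutation test, p = 0.115). From the counts, loci were kept by the filter of the study, which asks for a count above 10 in at least 2 libraries of any 1 group. Library sizes were the sums over the kept loci, scaled with TMM factors. The groups were compared with edgeR's quasi-likelihood test on all 12 libraries, with 1 coefficient per group and a shared estimate of the spread (common dispersion 0.951). A locus was called at the study's thresholds, an unadjusted p below 0.01 and an absolute log2 fold change above 1.5, and adjusted p values are those of Benjamini and Hochberg over the loci tested. The likelihood ratio test of the study, also in edgeR, and DESeq2 were run as alternatives. In simulated counts of 30000 loci at these depths, of which 200 were changed between BC and WC, the quasi-likelihood test called 15.0% of the loci changed by a log2 fold change of 2 and 81.0% of those changed by 5. It called 0.872% and 0.765% of the unchanged loci in these simulations. The likelihood ratio test called 1.94% and 1.77% of them, above the nominal 1%.

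**Figure D1:**
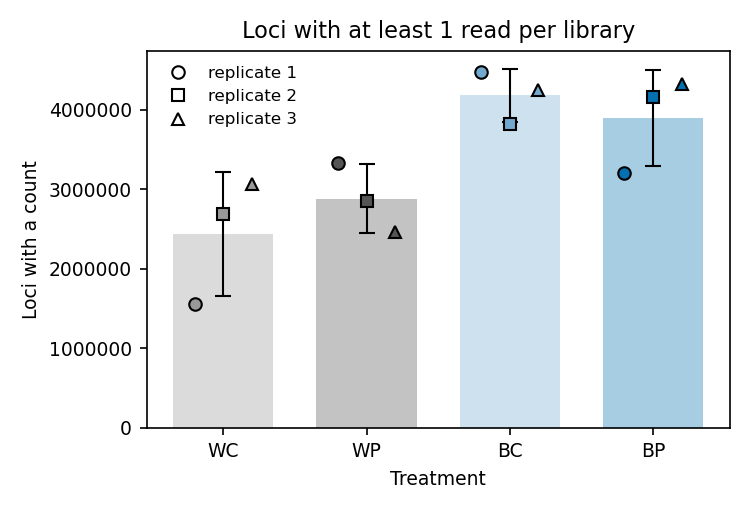
Number of loci with at least 1 count in each of the 12 libraries, by group, with each point a library and the bar the group mean ± SD. WC replicate 1 has the fewest, 1563154, and BC replicate 1 the most, 4482038.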

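The filter kept 539307 of the loci (4.69%) and removed 10969813. The kept loci had a median length of 2326 bp and held between 19.5% and 29.9% of the total count of a library. The counts behind a locus were low, with a median over the kept loci of 7.92 for the mean count of the 12 libraries. On average over the 6 comparisons, 9700 loci had an unadjusted p below 0.01 in the quasi-likelihood test, and 1% of the loci tested is 5393. In the likelihood ratio test of the study, this average was 19926 loci. That test called more than 1% of the unchanged loci in the simulations, 1.94% and 1.77%, so 5393 is too low a reference for it.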

After the cutoff at *p* < 0.01, 65,441 significant loci were matched to the IWGSC CS RefSeq v2.1 genome, which resulted in 2873 overlaps between the query loci and reference genomic regions (Table S6).

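In the quasi-likelihood test, 36078 loci (6.69% of those tested) had an unadjusted p below 0.01 in at least 1 of the 6 comparisons, and in the likelihood ratio test 65442 loci. The adjusted p from edgeR's quasi-likelihood test was below 0.05 at 374 loci in at least 1 comparison. These were 75 loci in BC vs WC, 318 in BP vs WC, 5 in WP vs WC, 10 in BP vs BC, 59 in WP vs BC and 41 in WP vs BP. All of those found in WP vs WC and in BP vs BC had a mean count above 100, which 0.0310% of the tested loci reached. Most called loci stood between counts and no counts. In the group with the lower mean, every library had a count of 0 at 62.9% of the loci called lower in WP vs BP, the lowest share, and at 85.7% of those called lower in WP vs WC, the highest.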

The ratio of differentially methylated elements (transcript, gene, exon, CDS, start codon, stop codon) can be seen in Fig. 3. The 33.25% of the query loci did not match to any of the genetic features. 

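The annotation of the same build used here gives the start and end of 102045 protein-coding genes, and exons, CDS and codons were not analysed here. Of the 36078 loci with p below 0.01 in any comparison, 2.21% overlapped such a gene by at least 1 bp and 97.8% overlapped none. Among all loci tested, 2.08% overlapped a gene, and the odds ratio between called and other loci was 1.07 (two-sided Fisher's exact test, p = 0.0639). The called loci were shorter, with a median of 1883 bp, and tested loci of the same lengths would overlap a gene in 2.18%. The share of loci in a gene was 4.81% (18 of 374 loci) at an adjusted p below 0.05 in edgeR's quasi-likelihood test (Fisher's exact test against the other loci, p = 0.00141). In the likelihood ratio test it was 2.06%, below that of the tested loci (Fisher's exact test, p = 0.726). With the gene extended by 3000 bp on both sides, a region chosen after seeing the data, 6.13% of the called loci and 6.37% of the tested loci overlapped a gene (odds ratio 0.957, Fisher's exact test, p = 0.0536), and the odds ratio was 0.939 in the likelihood ratio test (Fisher's exact test, p = 0.000276). For the loci at an adjusted p below 0.05 it was above 1 with this region too, with 9.63% in a gene (odds ratio 1.57, Fisher's exact test, p = 0.0143). Neighbouring loci are not independent, so these p values describe the list of loci and not the plants.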

The exon type ratio was 31.5%. The CDS were matched in 14.3% and the representation of the other types was less than 10%.

**Fig. 3:**
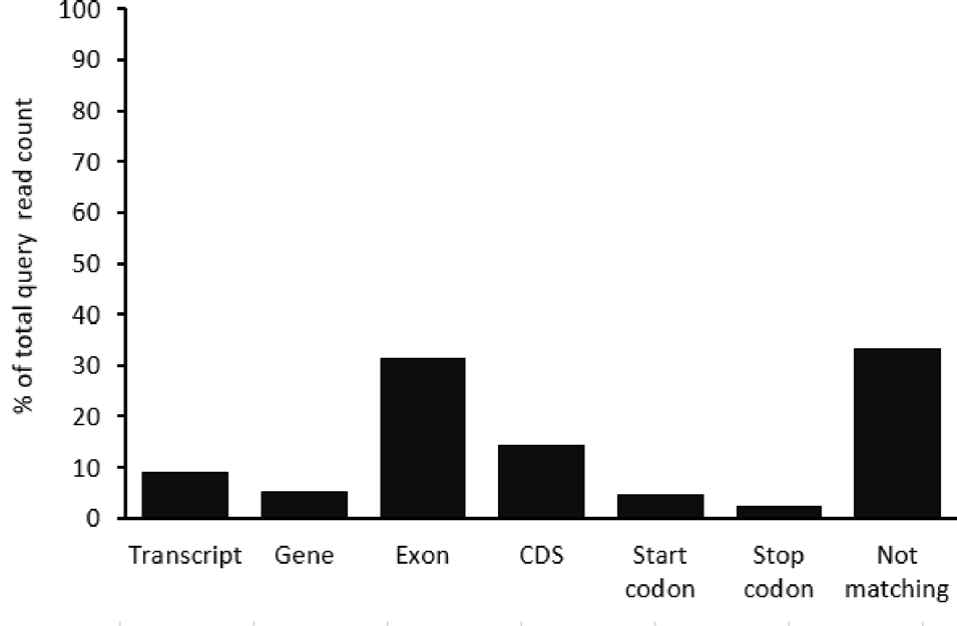
The distribution of the localization of differentially methylated gene elements. Percentages are calculated from the overlapping and the total locus counts of the query genome.

For ease of interpretation, the comparisons of the original light and PUT treatments (_vs._) were converted into terms as follows: BC versus WC = ’BLUE_effect’, BP versus WC = ’BLUE_and_PUT_effect’, WP versus WC = ’PUT_effect_at_WHITE’, BP versus BC = ’PUT_effect at_BLUE’, WP versus BC = ’WHITE_and_PUT_effect’, WP versus BP = ’WHITE_effect_at_PUT’.

The numbers of the common and individual differentially methylated genes (DMGs) were different in the various intersections of up- and down-methylated sets. 

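Loci were called higher more often than lower in the 3 comparisons against WC. There were 12731 loci called higher in BC vs WC (93.1% of its calls), 16942 in BP vs WC (95.6%) and 6756 in WP vs WC (74.2%). In BP vs BC 1055 loci were called higher (58.7%), in WP vs BC 1187 (16.0%) and in WP vs BP 779 (9.39%). By whole annotated genes with a locus called higher, the sets held 340 genes in BC vs WC, 291 in BP vs WC, 160 in WP vs WC, 33 in BP vs BC, 43 in WP vs BC and 18 in WP vs BP. In 5 simulations in which the scaled counts of each of 300000 loci were dealt at random to the 12 libraries, the share of tested loci called higher in BC vs WC was 0.587% to 0.621%, and in the real groups it was 2.32%. For WP vs WC, the shares were 0.647% to 0.672% and 1.28%. For BP vs BC, they were 0.366% to 0.395% in the simulations and 0.199% in the real groups. Dealing each locus on its own removes differences between whole libraries, so the range over these simulations is no measure of chance for 3 libraries against 3. Scaling by library size alone, without TMM factors, moved the share of higher loci by more than 10 points in 5 comparisons, to 83.0% in BC vs WC, 83.2% in BP vs WC, 58.2% in WP vs WC, 45.3% in BP vs BC and 19.4% in WP vs BP. Of the alternatives to the filter, the test and the scaling, the stricter filter, a count above 20, changed the number of calls in BC vs WC by the largest ratio. It left 1279 loci called higher, but it also tested only 74859 loci in place of 539307.

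**Figure D2:**
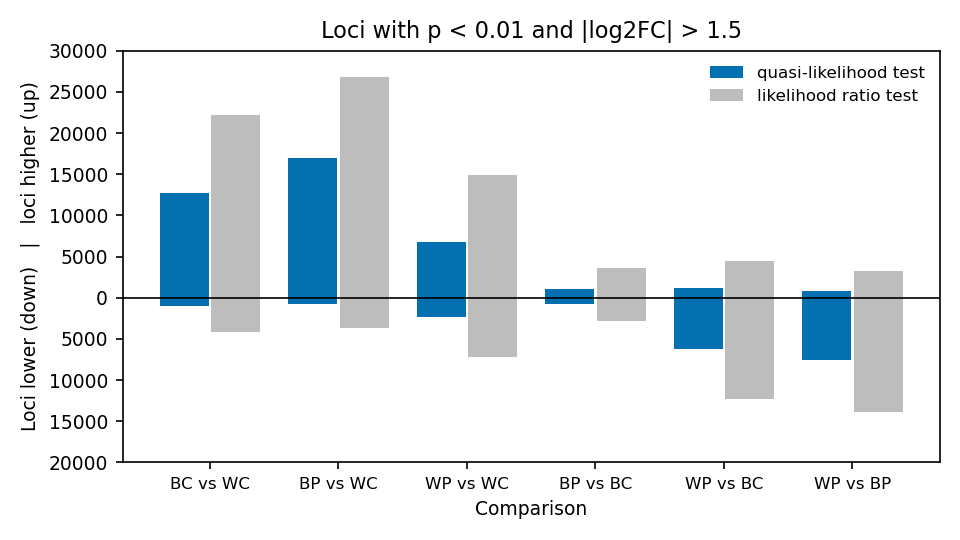
Number of loci called higher and lower in each of the 6 comparisons, at an unadjusted p below 0.01 and an absolute log2 fold change above 1.5. Bars are given for edgeR's quasi-likelihood test and, beside it, the likelihood ratio test. The comparisons against WC have the most loci called higher. In BP vs WC these number 16942 in the quasi-likelihood test and 26814 in the likelihood ratio test.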

The size of sets was generally higher in the case of up-methylated DMGs, especially at PUT_effect_at_WHITE, BLUE_and_PUT_effect and BLUE_effect. Their intersection included 490 genes (Fig. 4A). 

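By whole annotated genes, the 3 sets of genes higher in BC, BP and WP than in WC shared 84 genes that were in no other set. With the likelihood ratio test of the study, they shared 170. The loci higher in BC, BP and WP against WC, in all 3 comparisons, numbered 3531. These comparisons share the WC libraries, so calls overlap without any effect. In the simulated groups, dealt locus by locus, the loci called in all 3 made up 30.3% to 33.1% of the smallest of the sets, and in the real groups 52.2%.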

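Loci were called lower mainly in the comparisons of WP with the other groups. These were 2349 loci in WP vs WC, 6234 in WP vs BC and 7519 in WP vs BP, against 949 in BC vs WC, 773 in BP vs WC and 741 in BP vs BC. The sets of genes with a locus called lower held 43 genes in WP vs WC, 181 in WP vs BC and 92 in WP vs BP. They held 26 genes in BC vs WC, 19 in BP vs WC and 36 in BP vs BC. Among the simulated groups, dealt locus by locus, 0.510% to 0.543% of the tested loci were called lower in WP vs BP and 0.528% to 0.565% in WP vs WC, while the real groups gave 1.42% and 0.431%. Without BP replicate 3, the loci called in WP vs BP in either direction fell from 8298 to 2741.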

The down-methylated set size was high at PUT_effect_at_WHITE, WHITE_and_PUT_effect and WHITE_at_PUT_effect. Their intersection contains 181 DMGs and 121 were also common in the latter two treatments (Fig. 4B). 

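The genes called lower in WP against WC, BC and BP in all 3 comparisons numbered 18, and 30 more were called lower in WP against BC and BP and in no other comparison. With the likelihood ratio test of the study, these numbers were 39 and 48. The loci lower in WP against WC, BC and BP, in all 3 comparisons, numbered 1029. Among the 300000 loci drawn for the simulations, they made up 40.7% of the smallest of the sets, and 27.2% to 32.5% in the simulated groups, dealt locus by locus.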

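Genes called in 1 comparison and no other were counted by direction. Called higher, there were 169 such genes in BC vs WC, 109 in BP vs WC, 43 in WP vs WC, 13 in BP vs BC, 22 in WP vs BC and 16 in WP vs BP. Called lower, they numbered 24 in BC vs WC, 10 in BP vs WC, 11 in WP vs WC, 20 in BP vs BC, 115 in WP vs BC and 39 in WP vs BP.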

Unique list of DMGs were found only under BLUE_effect and WHITE_effect_at_PUT of the up- and down-methylated dataset, respectively. 

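TraesCS5D02G403200 was paired by the name protein LEO1 homolog in Table S7 with LOC123122878, which lies on chromosome 5D and has 1 tested locus, from 471925097 to 471926292 inside the gene. The locus of LOC123122878 had counts of 6, 19 and 21 in WP and no count in WC, while single libraries of BC and BP had at most 7. Its log2 fold change was 6.87 in WP vs WC (standard error 2.43, adjusted p = 0.548 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), where the mean scaled count was at least 16.9-fold higher against a floor of 3 counts over the WC group. In the other 5 comparisons it was higher as well, with log2 fold changes from 1.66 in BP vs BC to 5.09 in BP vs WC. None of these was called in the quasi-likelihood test, and the likelihood ratio test called BP vs WC. The locus of TraesCS1B02G312000 on chromosome 1B, 542282094 to 542283323, had counts of 9, 12 and 11 in WC and at most 3 in any library of the other groups. The locus of TraesCS5A02G146900 on chromosome 5A, 324596207 to 324597834, had counts of 27, 11 and 8 in WC, none in WP, 6 in BC replicate 3 and 2 in BP replicate 1. The locus of TraesCS7D02G132900 on chromosome 7D, 85914137 to 85914597, had counts of 20, 7 and 12 in WC, none in WP, 4 in BC replicate 2 and 1 in BP replicate 3. Each of these 3 genes was lower in all 6 comparisons, with log2 fold changes between -6.69 (TraesCS5A02G146900, WP vs WC) and -1.72 (TraesCS5A02G146900, BP vs BC). Of the 24 differences of the 4 genes, 2 were called, both in WP vs WC, against 6 in the likelihood ratio test. None had an adjusted p below 0.05 in edgeR's quasi-likelihood test, 5 had an unadjusted p below 0.05, and the adjusted p was below 0.05 for 1 in the likelihood ratio test and for 0 in DESeq2. Single libraries decided some directions, since the log2 fold change in BP vs BC was 2.65 for TraesCS5A02G146900 without BC replicate 3 and 2.05 for TraesCS7D02G132900 without BC replicate 2. Another 6 of the 24 differences rest on 1 library and were 0 without it. These were BC vs WC of TraesCS5D02G403200 (BC replicate 3), WP vs BP of TraesCS1B02G312000 (BP replicate 1), and WP vs BC and WP vs BP of TraesCS5A02G146900 (BC replicate 3 and BP replicate 1) and of TraesCS7D02G132900 (BC replicate 2 and BP replicate 3). No gene was called in all 6 comparisons, in either direction, by edgeR's quasi-likelihood test at whole annotated genes. With the likelihood ratio test and p below 0.01 required in any comparison only, a rule chosen after seeing the data, 1 gene was higher in all 6, LOC123122878, and 1 lower.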

The common gene was TraesCS5D02G403200 (protein LEO1 homolog isoforms) in the intersection of all sets of the up-methylated DMGs and TraesCS1B02G312000 (V-type proton ATPase subunit E-like), TraesCS5A02G146900 (chalcone isomerase-like protein 2), TraesCS7D02G132900 (uncharacterized protein LOC123165569) genes were in the common set of the down-methylated DMGs.

**Fig. 4:**
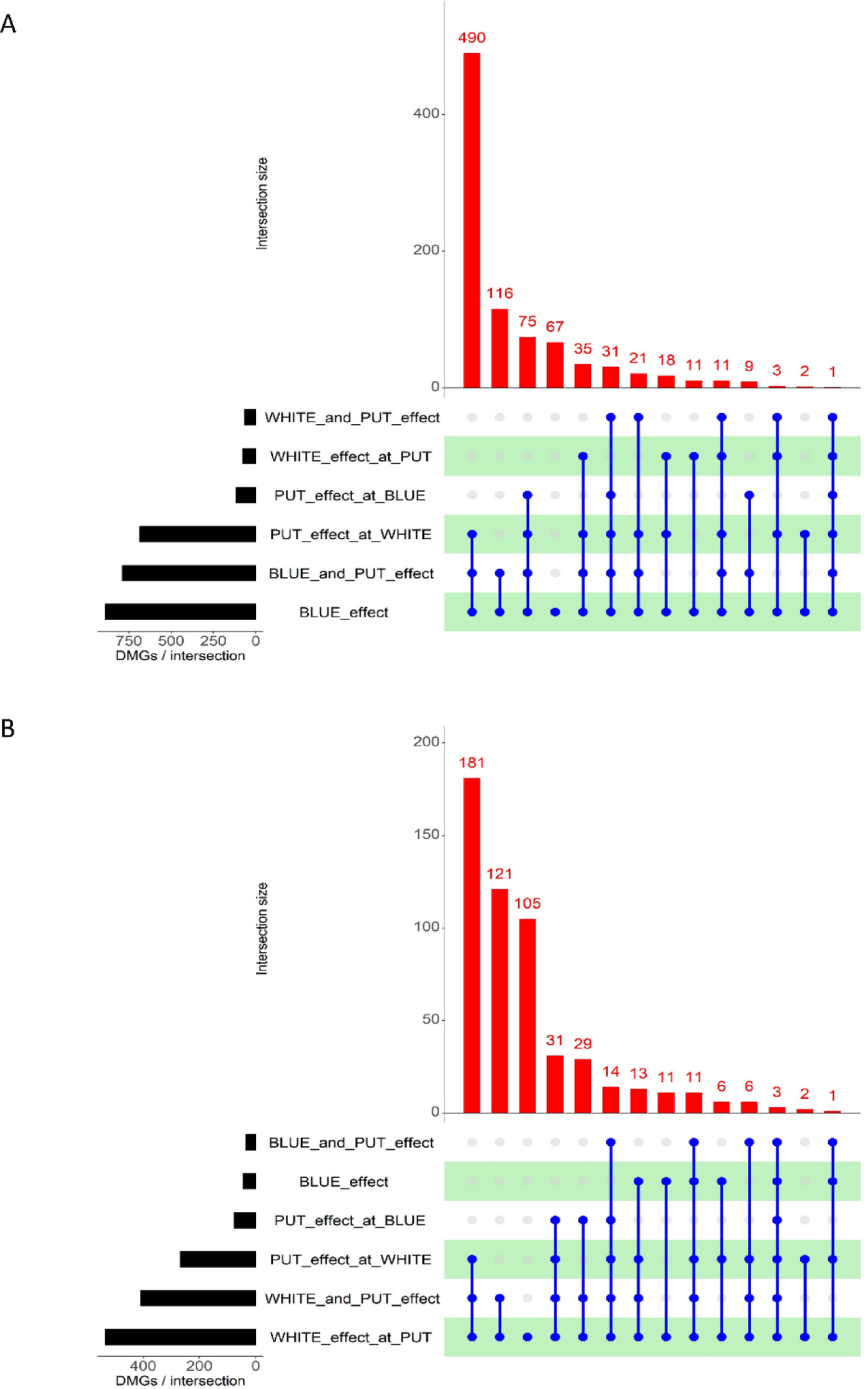
The number of overlaps of differentially methylated genes (DMGs) in cases of up- (**A**) and down-methylation (**B**). The black columns show the sizes of the input sets. The red columns indicate the number of overlaps between the treatment combinations. Blue bars indicate the combination of sets of each intersection.

Multidimensional scaling of the up- and down-methylated genomes was performed using PCA. The scaling was based on the fold-change values of the DMGs. The PC1 and PC2 represented the explained variance in 38.8% and 25.3% of the up-methylated genome, and 40.9% and 23.8% of the down-methylated genome, respectively. 

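PCA was run on the scaled log2 fold changes of the 6 comparisons over the genes called, 586 genes higher and 299 genes lower in at least 1 comparison. PC1 and PC2 held 45.4% and 31.7% of the variance for the genes higher, and 42.7% and 35.3% for the genes lower. The 6 comparisons are differences between 4 group means, so only 3 components are free, and over all loci tested they held 40.4%, 32.8% and 26.8%. In the simulated groups, dealt locus by locus, PC1 held 48.4% to 49.8% for the loci called higher and 51.0% to 51.4% for those called lower, and in the real groups 46.4% and 47.3%. PC2 held 38.3% to 39.0% and 36.7% to 38.5% in the simulated groups and 28.7% and 28.5% in the real groups. Over all loci, the simulated groups had 33.7% to 33.9%, 33.3% to 33.4% and 32.7% to 32.9% on the 3 components, so that PC1 of the real groups lay above them there and below them over the called loci. Without WC replicate 1, PC1 of the genes higher rose to 56.3%.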

In the case of up-methylated DMGs, the BLUE and the BLUE_and_PUT treatments showed the highest impact on PC1 and PC2. 

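Over the genes called higher, BP vs WC contributed 21.5% and BC vs WC 20.8% to the plane of PC1 and PC2, the largest contributions of the 6 comparisons.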

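Over the genes called higher, the log2 fold change in BC vs WC had a Pearson correlation across genes of 0.55 with WP vs WC. With BP vs BC and with WP vs BC, the correlation was negative, -0.60 and -0.73. These last comparisons have BC as the reference, so a high value in BC enters with the opposite sign, and genes are not independent replicates. Over the called loci drawn for the simulations, the 3 correlations were 0.586, -0.538 and -0.697. Simulated groups dealt locus by locus gave 0.786 to 0.809, -0.516 to -0.504 and -0.829 to -0.814.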

The effect of PUT both at WHITE and at BLUE lights as well as the combined effect of WHITE_and_PUT have also correlated with the BLUE effects. The white light itself had the least effect on plant response under PUT treatment (Fig. 5A). 

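The contribution of WP vs BP to the plane was 5.56% over the genes called higher, the smallest of the 6.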

Oppositely, the PCA of the pattern of the down-methylated DMGs showed, that BLUE (and the effect of PUT at BLUE illumination) correlated to the other treatments with a lesser extent, whilst the paired effect of WHITE_and_PUT and WHITE_at_PUT_effect showed the strongest correlation to each other and the impact on PCs (Fig. 5B). Consequently, the BLUE light (and PUT) may have had a significant influence on the up-methylation and white light (and PUT) on the down-methylation of the DMGs.

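Over the genes called lower, the largest contribution to the plane was that of WP vs BP, followed by WP vs BC (20.0%), and the smallest was that of BP vs WC (9.80%). The correlation across genes between WP vs BC and WP vs BP was 0.60, and that between WP vs WC and WP vs BP was 0.69. BC vs WC had correlations of -0.66 with BP vs BC and -0.69 with WP vs BC and of -0.10 with WP vs BP. The comparisons share libraries and the genes were selected by their calls, so correlations arise without an effect. Over the called loci drawn for the simulations, BC vs WC had correlations of -0.415 with BP vs BC, -0.704 with WP vs BC and -0.350 with WP vs BP, and simulated groups dealt locus by locus gave -0.712 to -0.669, -0.752 to -0.729 and -0.0552 to -0.0412. Between WP vs WC and WP vs BP it was 0.553, against 0.805 to 0.833, and between WP vs BC and WP vs BP 0.701, against 0.582 to 0.588. Over all loci, WP vs BC and WP vs BP correlated with r = 0.664, and in the simulated groups, dealt locus by locus, which share the WP libraries in the same way, r was 0.503 to 0.507.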

**Fig. 5:**
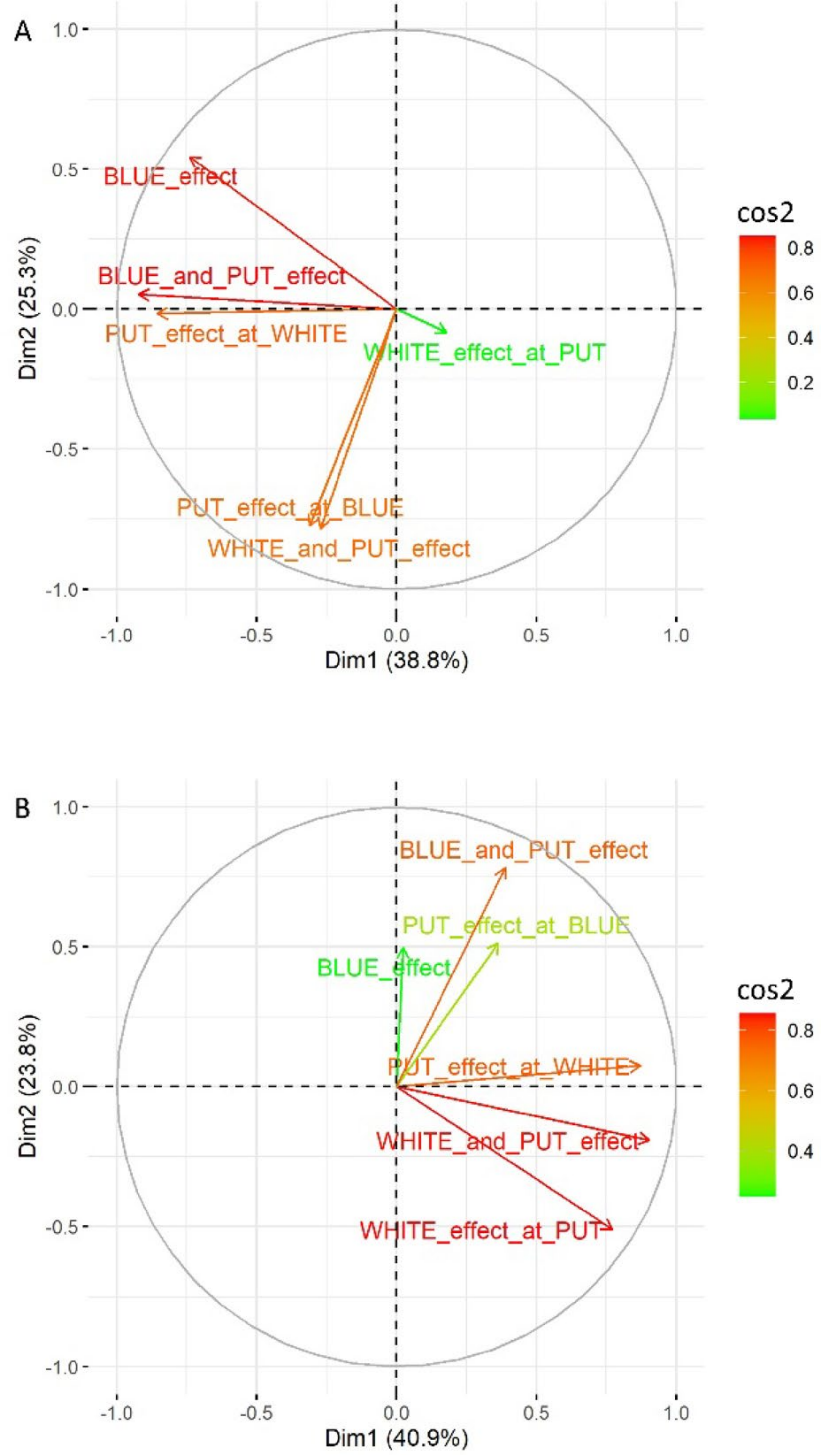
The PCA loading plots show the eigenvalues of the original variables on the PC1 and PC2 planes (Dims) for the up- (**A**) and down-methylated (**B**) datasets, based on the log_2_FC values of the DMGs. Percentages represent the explained variance of the PCs. Cos2 scale means the accuracy of the representation on the PC planes.

DMGs with the highest log_2_FC values of each light- and PUT-treatment combinations were listed in Table S7. The first ten highly methylated DMGs in the up- and down-methylated lists were rather different. Only three genes were represented in more than one treatment in the case of the down-methylated DMG list (LOC123108510—germin-like protein 8–5, LOC123068847—DEAD-box ATP-dependent RNA helicase 18-like, LOC123143509—probable pyridoxal 5′-phosphate synthase subunit PDX2) and LOC123107951—dehydrin Rab15-like, LOC123162097—BTB/POZ and MATH domain-containing protein 2-like and LOC123145097—pentatricopeptide repeat-containing protein At1g74900 were found to be common in the up-methylated list.

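LOC123107951 lies on chromosome 5A and its locus, 611941971 to 611944154, overlaps the gene. Its counts were 0 in all WC libraries, 7, 3 and 24 in WP, 20, 10 and 18 in BC, and 28, 26 and 10 in BP. The adjusted p for LOC123107951 was 0.0283 in BP vs WC and 0.0663 in BC vs WC (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The scaled mean of BP was at least 25.3-fold, that of BC at least 22.9-fold and that of WP at least 12.3-fold higher than the floor of 3 counts over the WC group, and the log2 fold change stayed between 7.12 and 7.73 in BP vs WC and BC vs WC when any library was left out. LOC123162097 on chromosome 7B, with a locus from 639049399 to 639052397, had 12, 12 and 36 counts in BC, none in WC, 6 in WP replicate 3 and 8 and 1 in BP replicates 2 and 3. Its log2 fold change was 7.62 in BC vs WC (adjusted p = 0.225, edgeR's quasi-likelihood test) and -0.71 in WP vs BP (adjusted p = 0.989). Without BP replicate 2, the latter was 1.48. LOC123145097 on chromosome 6D, with a locus from 361186707 to 361187392, had no count in BC and was called higher in BP vs BC and WP vs BC, although BP replicate 1 and WP replicate 1 also had no count. At its other tested locus, from 361173408 to 361175980, the log2 fold changes were -0.02 in BP vs BC and 1.67 in WP vs BC, neither of them called in either edgeR test. The locus of LOC123108510 on chromosome 5A, 701954514 to 701955135, had 17, 12 and 9 counts in WC and none in WP or BP, and its differences in BP vs WC and WP vs WC were not called (unadjusted p 0.0142 and 0.0125 from edgeR's quasi-likelihood test). The loci of LOC123068847 on chromosome 3B and LOC123143509 on chromosome 6D had no count in any WP library and were called lower, in WP vs BC and WP vs BP for LOC123068847 and in WP vs WC and WP vs BP for LOC123143509. Over the 12 entries of these 6 genes in Table S7, 11 had the listed direction, 9 were called in the quasi-likelihood test and 11 in the likelihood ratio test.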

#### The GO enrichment analysis of the treatments

All of the DMGs belonging to the treatment combinations were investigated for biological relevance using GO enrichment analysis. The distribution of significant GO terms (FDR < 0.05) of biological process (BP), molecular function (MF) and cellular component (CC) can be seen in Fig. 6.

**Fig. 6:**
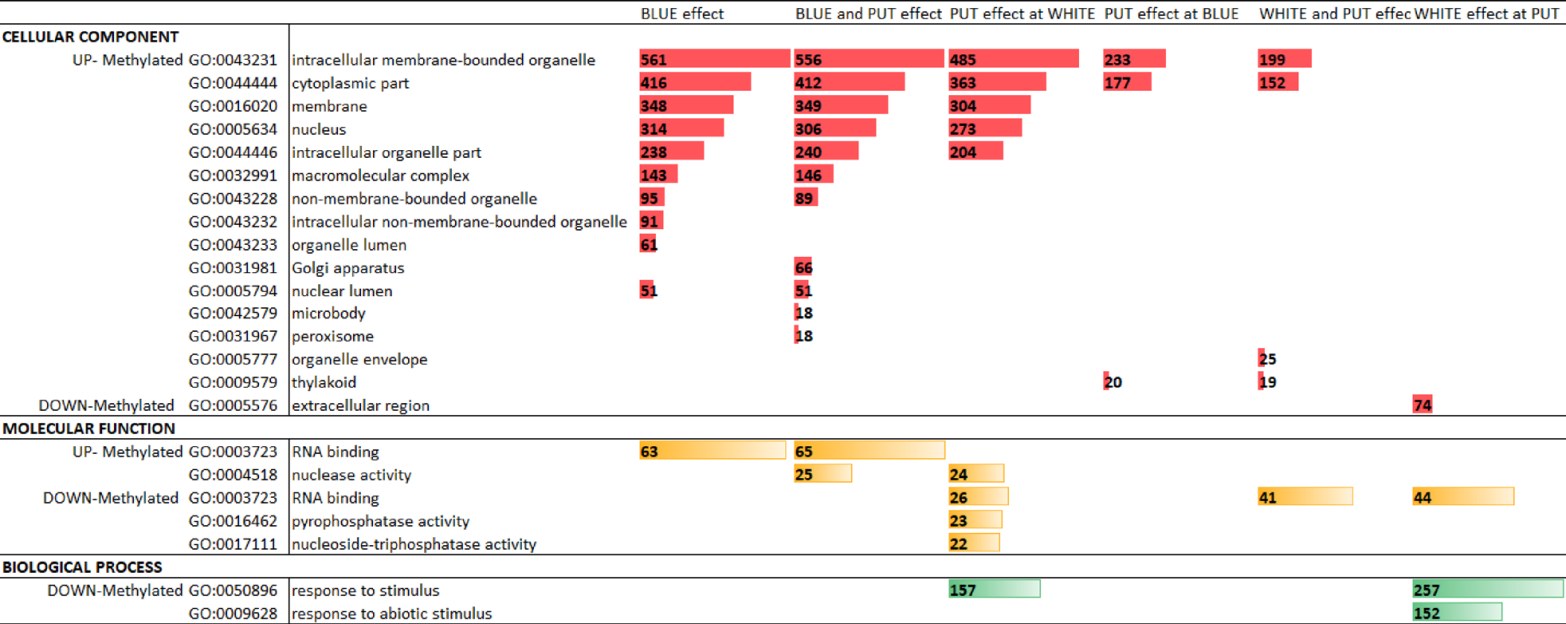
The names, IDs, and numbers of significant (FDR < 0.05) gene ontology (GO) terms in light and putrescine treatment combinations. The terms of the three major GO classes are shown: cellular component, molecular function and biological process. The numbers in the coloured bars mean the number of mapped counts compared to the background (reference). All parent and redundant terms have been truncated.

Of the three main GO classes, the CC was the most informative for the mapping of the DMGs to the GO terms. The up-methylated genes mostly belonged to the intracellular compartments, while the down-methylated genes were mapped to the extracellular region (WHITE effect under PUT only). Within the intracellular space, membranes or membrane-bounded organelles and the nucleus were significantly represented in large numbers under BLUE, PUT under white light, and BLUE and PUT effects. More specialized terms, such as nuclear lumen, Golgi apparatus, and peroxisome were overrepresented under the combined effect of BLUE and PUT. The thylakoid membrane was emphasized under the paired effect of WHITE and PUT, as well as the PUT effect under BLUE light.

In the case of molecular functions, up-methylated genes mapped to RNA binding and nuclease activity were the most abundant under BLUE and BLUE and PUT effects. The number of down-methylated genes showed the overrepresentation of RNA binding, nucleoside- triphosphatase- and pyrophosphatase activities under the PUT effect at white light. The RNA binding was also found to be significant under the WHITE effect under PUT and paired WHITE and PUT effects. Biological processes were represented by only a few terms from the down-methylated DMG list. Response to stimulus and response to abiotic stimulus were highlighted in the PUT effect under white light and the WHITE effect under PUT, respectively. Supplementary Table 8 contains all the unfiltered analysis results.

### Validation of gene expression profile by qRT-PCR

Based on some characteristic differences in DNA methylation (log_2_FC >|5|) between different comparisons, a few genes were selected for individual inspection. 

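The loci near the 9 genes chosen for qRT-PCR had low counts, at most 33 in any library. At each of the 9 loci, at least 1 group had a count of 0 in all 3 libraries. For such a locus the fitted log2 fold change depends on the small prior count that replaces 0. A bound is therefore given beside it, the scaled mean of the other group divided by the floor of 3 counts over the group at 0. It covers counting error in the group at 0 only. The spread between the libraries of the other group is left out, so the words at least hold for its mean as measured. The loci were found through the ranges of Table S6 where they were held, and otherwise within 3000 bp of the gene, and 7 of the 9 lay outside the annotated gene. Over the 54 differences of the 9 genes in 6 comparisons, 10 were called in the quasi-likelihood test and 28 in the likelihood ratio test. With 31 at an unadjusted p below 0.05, none had an adjusted p below 0.05 over all loci in edgeR's quasi-likelihood test, 4 had one in the likelihood ratio test and 2 in DESeq2. Adjusted over the list alone, 28 were below 0.05 (smallest 0.0129, edgeR's quasi-likelihood test), which is not independent evidence because the study chose the genes on these libraries. The study states a direction for 28 of the differences, of which 23 had that direction here.

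**Figure D3:**
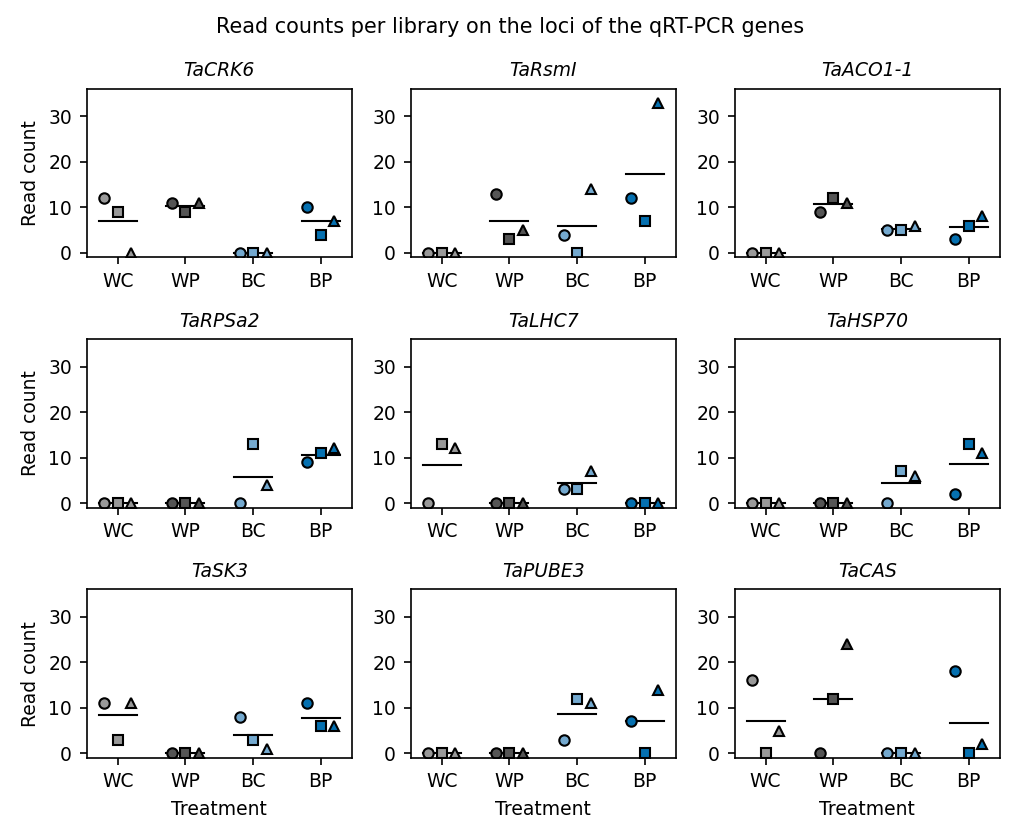
Counts at the locus of each of the 9 genes in each of the 12 libraries, by group, with each point a library and the line the group mean. Every gene has at least 1 group whose 3 libraries are all at 0, and the largest count is 33.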

Despite the high differences at the methylation level, only slight changes were observed at the gene expression level.

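The locus of TaCRK6 (LOC123148540) lies outside the gene on chromosome 1B, from 678586799 to 678588065. Its counts were 12, 9 and 0 in WC, 11, 9 and 11 in WP, 0 in each BC library, and 10, 4 and 7 in BP. BC was at least 4.74-fold lower than WC (log2 fold change -5.57, standard error 2.40, adjusted p = 0.472 from edgeR's quasi-likelihood test). BP was at least 6.04-fold and WP at least 7.96-fold higher than BC, and only WP vs BC was called (log2 fold change 6.30, adjusted p = 0.704 from edgeR's quasi-likelihood test). With 1 library left out in turn, the unadjusted p of WP vs BC ranged from 0.00705 to 0.0285 in that test. The likelihood ratio test called BC vs WC, BP vs BC and WP vs BC.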

*TaCRK6* was down-methylated under BC compared to WC treatment, while up-methylated after BP and WP compared to BC treatment. The results of qRT-PCR showed a slight, but statistically not significant increase in *TaCRK6* expression under BC compared to WC, and a significant decrease in BP-treated plant compared to the others (Fig. 7A).

**Fig. 7:**
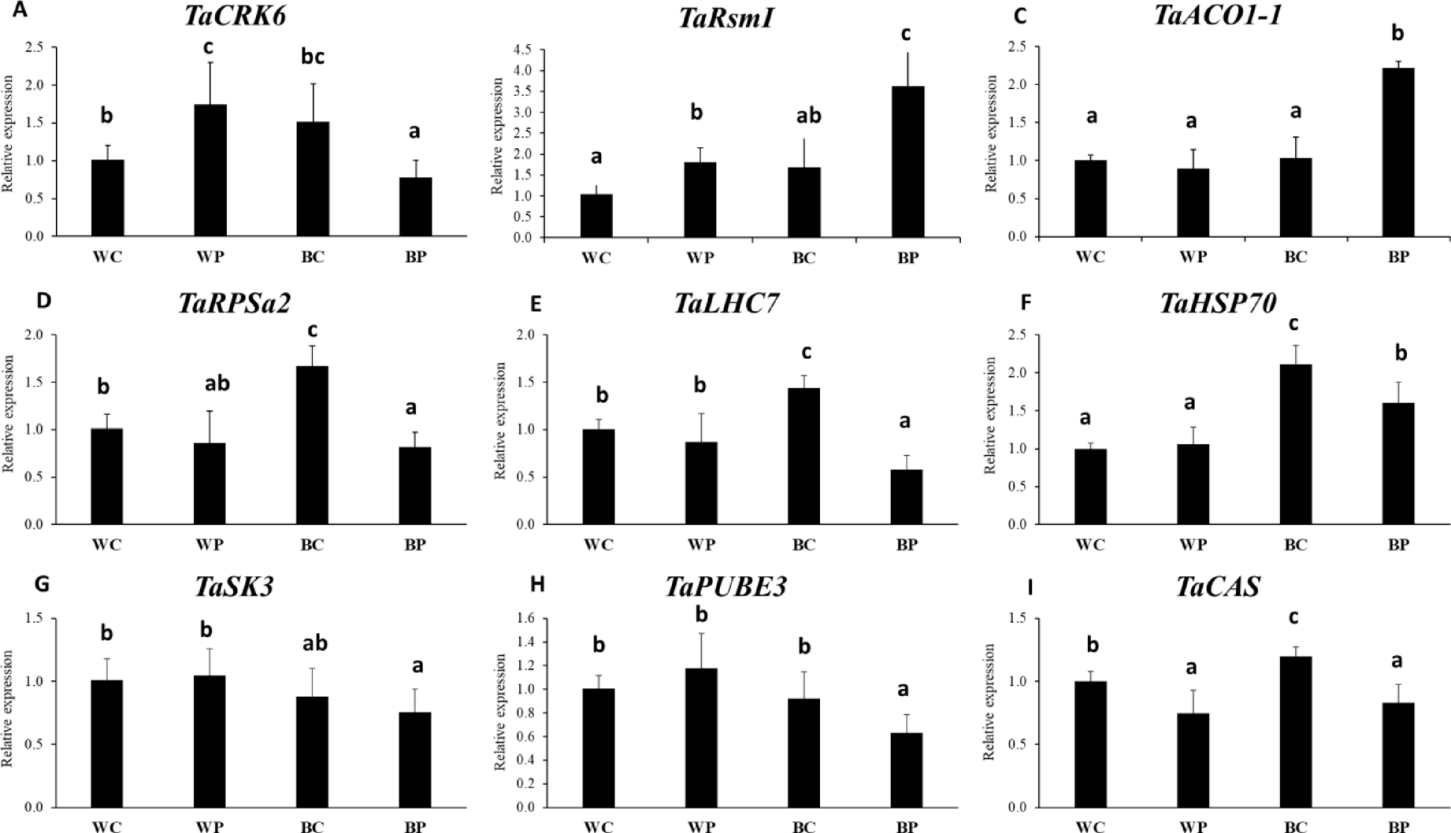
Gene expression levels of genes selected according to the most characteristics differences in DNA methylation (log_2_FC >|5|). Relative expression values were normalised for the wheat *Ta2291 – ADP-ribosylation factor*.

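The locus of TaRsmI (LOC123043525) overlaps the gene on chromosome 1A, from 220477742 to 220479376. No WC library had a count, and the counts were 13, 3 and 5 in WP, 4, 0 and 14 in BC, and 12, 7 and 33 in BP. Against the floor of WC, BC was at least 8.53-fold, BP at least 23.5-fold and WP at least 7.75-fold higher. The log2 fold changes were 5.89, 7.33 and 5.75, all 3 called, with adjusted p of 0.312, 0.114 and 0.548 (edgeR's quasi-likelihood test). With 1 library left out in turn, they fell to as low as 4.38, 6.23 and 4.95. Each call was then lost at least once, with a highest unadjusted p of 0.0414, 0.0103 and 0.0170 in that test. BP and BC did not differ beyond their spread (log2 fold change 1.44, standard error 1.39).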

*TaRsmI* was up-methylated after BC, BP and WP treatments compared to the WC, while the transcript level of *TaRsmI* was higher after all the treatments, especially after BP compared to the WC conditions (Fig. 7B).

In the case of *TaACO1-1* also up-methylation was detected after all the treatments compared to the WC, but at the gene expression level, only BP treatment induced significantly the level of *TaACO1-1* transcript (Fig. 7C).

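The locus of TaACO1-1 (LOC123051117) overlaps the gene on chromosome 2D, from 13984604 to 13986504. It had 0 counts in WC, 9, 12 and 11 in WP, 5, 5 and 6 in BC, and 3, 6 and 8 in BP. WP was at least 11.8-fold higher than WC (log2 fold change 6.35, standard error 2.29), BC at least 7.65-fold and BP at least 7.42-fold. The unadjusted p of edgeR's quasi-likelihood test was 0.00546, 0.0108 and 0.0114 in this order, so only WP vs WC was called, while the likelihood ratio test called all 3.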

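The locus of TaRPSa2 (LOC123187941) lies on chromosome 2A from 125831268 to 125832150, outside the gene. All WC and WP libraries had a count of 0, BC had 0, 13 and 4, and BP had 9, 11 and 12. BP was at least 13.5-fold higher than WC and BC at least 8.22-fold higher, and WP was at least 12.2-fold lower than BP and at least 7.43-fold lower than BC. The differences with BP were called (log2 fold change 6.54 against WC and -6.54 for WP, adjusted p 0.291 and 0.631 in edgeR's quasi-likelihood test). Those with BC, where 1 of 3 libraries had no count, were not. The likelihood ratio test called BC vs WC and WP vs BC too.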

*TaRPSa2* was up-methylated under B light conditions either with or without PUT treatment compared to the WC treatment, in contrast, it was down-methylated after WP treatment compared to the BC or BP treatment. Neither of the differences at the methylation level manifested at gene expression level (Fig. 7D).

The *TaLHC7* gene was down-methylated by PUT treatment either under W or B light conditions compared to the adequate controls, however the gene expression pattern showed partly opposite patterns. 

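The locus of TaLHC7 (LOC123188102) lies outside the gene on chromosome 2A, from 153496197 to 153497331. It had counts of 0, 13 and 12 in WC and of 3, 3 and 7 in BC, and no count in any WP or BP library. WP was at least 7.78-fold lower than WC, and BP at least 5.05-fold lower than BC. Neither difference was called (log2 fold change -5.90 and -5.44, unadjusted p 0.0197 and 0.0328 in edgeR's quasi-likelihood test), and the likelihood ratio test called WP vs WC only.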

(Fig. 7E).

*TaHSP70* was also down-methylated under B light with or without PUT treatment compared to the WC treatment, but up-methylated after PUT treatment under W light compared to BC or BP treatments. These changes were also manifested at gene expression level, as the transcript level of *TaHSP70* was indeed higher under B light conditions (BC or BP) compared to WC, and lower after WP treatment compared to BC or BP treatment (Fig. 7F).

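TaHSP70 (LOC123102745) has 2 tested loci in its range on chromosome 5A. The locus from 175747632 to 175748556, chosen by the smaller p over the 4 groups, had no count in any WC or WP library, 0, 7 and 6 counts in BC, and 2, 13 and 11 in BP. BC was at least 6.25-fold and BP at least 11.3-fold higher than WC, with log2 fold changes of 5.45 and 6.28 (adjusted p 0.500 and 0.316, edgeR's quasi-likelihood test). WP was at least 5.64-fold lower than BC and at least 10.2-fold lower than BP, with log2 fold changes of -5.45 and -6.28. None of these differences was called in the quasi-likelihood test, all 4 had an unadjusted p between 0.0124 and 0.0281, and all 4 were called in the likelihood ratio test. At the locus from 175748756 to 175750683, the log2 fold changes had the same signs and were smaller, 0.95 in BC vs WC and -1.36 in WP vs BC.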

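The locus of TaSK3 (LOC123190842) lies outside the gene on chromosome 2A, from 749029285 to 749031629. Its counts were 11, 3 and 11 in WC, 0 in each WP library, 8, 3 and 1 in BC, and 11, 6 and 6 in BP. WP was at least 7.51-fold lower than WC, at least 5.18-fold lower than BC and at least 8.41-fold lower than BP. The log2 fold changes were -5.85, -5.33 and -6.01 (adjusted p 0.548, 0.772 and 0.631, edgeR's quasi-likelihood test), none of them called, with unadjusted p between 0.0122 and 0.0238. The likelihood ratio test called all 3.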

*TaSK3* was down-methylated in WP compared to WK, BK or BP treatments, and its expression level was slightly higher in WP compared to BK or BP treatments (Fig. 7G).

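TaPUBE3 (LOC123137832) has 2 tested loci within 3000 bp on chromosome 6B. The locus from 532052869 to 532054086 had no count in WC or WP, 3, 12 and 11 counts in BC, and 7, 0 and 14 in BP. WP was at least 11.3-fold lower than BC, which was called (log2 fold change -6.43, adjusted p = 0.704, edgeR's quasi-likelihood test), and at least 8.59-fold lower than BP, which was not (log2 fold change -6.03). The likelihood ratio test called WP vs BP as well as WP vs BC. WP and WC could not be compared at this locus, since both were at 0. At the other locus, from 532054341 to 532057231, WP had the higher value in all 3 comparisons, with log2 fold changes of 1.65 against WC, 1.21 against BC and 0.99 against BP, none of them called in either edgeR test.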

Similar results were found for *TaPUBE3*, as it was also down-methylated in WP compared to WK, BP or BK, and the highest expression level of it was found in the case of the WP treatment (Fig. 7H).

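The locus of TaCAS (LOC123138125) lies outside the gene on chromosome 6B, from 576008494 to 576009224. It had counts of 16, 0 and 5 in WC, 0, 12 and 24 in WP, 0 in each BC library, and 18, 0 and 2 in BP. BC was at least 4.71-fold lower than WC, BP at least 5.22-fold and WP at least 9.16-fold higher than BC. Only WP vs BC was called (log2 fold change 6.50, standard error 2.42, adjusted p = 0.704 from edgeR's quasi-likelihood test). The counts of WC, WP and BP each came from 2 of 3 libraries. With 1 library left out in turn, the log2 fold change of BP vs BC ranged from 3.42 to 6.29.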

*TaCAS* gene was down-methylated in BC compared to WC, but up-methylated in BP and WP compared to BC treatment. According to these, its highest expression level was found in BC-treated plants (Fig. 7I).

## Discussion

Light is an important factor that can affect not only the synthesis of functional metabolites but also induces gene expression changes in plants. B light also induces characteristic, well-documented changes in various plant species^44–47^. The capability of re-modelling plant processes at metabolite and gene expression levels allows plants to acclimate under changing environments. In turn, light can also influence the application and effects of plant growth regulators, such as PAs. The biochemical roles and effects of PAs have been demonstrated in many physiological processes, for example in the stability and function of proteins and nucleic acids, improvement of photosynthesis, regulation of N/C balance, plant growth and development and stress responses^1^. Several studies demonstrated the effectiveness of exogenous PA treatments against abiotic stresses, such as salt, drought, flooding, heavy metal or extreme temperature stress^48^. The protective effects of PAs can be explained by many changes they induce, such as increased antioxidant capacity, synthesis of protective compounds, changes in hormonal balance, and changes in the gene expression level of different stress-related genes^49,50^.

Previously, it has been reported, that less pronounced cadmium stress was detected under blue light than at white light conditions. Under blue light lower Cd stress was observed compared to the white light conditions, which was accompanied with some other differences at metabolite and gene expression levels. 7 days of 0.5 mM PUT pre-treatment had a protective effect rather under white light conditions, which was manifested especially in modulating effects on phytochelatin synthesis, PA metabolism, and accumulation of phenolic compounds and plant hormones^28^. These findings demonstrated that blue light regulated Cd tolerance in wheat and modified defence strategy at several levels, when excess PUT was present. Although PAs are hypothesised to influence on DNA methylation^51^, only a few data are available on the effects of PAs at epigenetic level. In addition, the influence of light quality, i.e. blue light has not been investigated. The present study is the first where the effect of PUT was investigated at the DNA methylation level using MeDIP-seq method in wheat plants to highlight changes in the methylation profile. Since close relationship between PA metabolism and light characteristics is exist^2^, thus PA metabolism is modulated by light quality, in the present study, both W and B light conditions were tested.

Earlier both blue light and PA treatments have been separately reported to cause changes in plant metabolomics. For example, plant growth under blue light resulted in special changes in the composition of the glutamate amino acid group^26^ or in the ratios of free amino acids in the glutamate and aspartate families^52,53^ in wheat leaves. In contrast, in a different wheat genotype blue light could not influence the amino acid content^5^. Blue-enriched light background also affected the levels of compounds related to the TCA cycle in cucumber^44^, and kohlrabi^54,55^. Changes in amino acid composition were also found after PUT treatment in wheat leaves^56^. In rice, the application of PUT had no significant effect, but SPD and SPM enhanced amino acid biosynthesis during grain filling^57^. Exogenous SPD could also promote the TCA cycle, allowing the plant to produce other metabolic precursor substances in tomato plants under high temperature stress^58^. The connection of PA metabolism not only with amino acid synthesis, but also with the TCA cycle and γ-glutamyl cycle is not surprising, as Glu produced from TCA cycle is a precursor of Orn synthesis, which is one of the main substrates for PUT synthesis, and GABA is a catabolite of PUT oxidation can enter back into the TCA cycle^59^. Thus, in the present study, the first step was to investigate the changes in plant metabolites after PUT treatment under W and B light conditions. The results of metabolic profiling enabled the distinction between light-responsive and nonresponsive metabolites, and in addition, revealed specific PUT treatment-induced changes at metabolite level. B light-induced remarkable changes were observed in certain amino acid and TCA cycle-related acid content, suggesting that the applied B light was enough sufficient to investigate the modulating effect of it. However, the PUT treatment had also some specific effects, which sometimes were the exact opposite of what was detected in B light-treated plants. In the PUT-treated plants under B light, the dominant effect of blue light prevailed only in case of aconitic acid and malic acid, while the effect of PUT in the case of Asn, Gly, shikimic acid, oxalic acid, Glp and Orn. A particular additive effect of PUT and B light was observed for Tre, Ser, Phe and Glu. (Fig. S1).

Parallel with the characteristic changes at the levels of amino acids and organic acids, PUT treatments induced an increase only in the leaf SPD content under W light conditions, but in the roots increased the PUT level under W light, and decreased the SPD content under both light conditions, which changes cannot be explained by the changes in the expression level of *TaSPDS* gene. However, in the leaves lower gene expression level of *TaSPDS* was detected under B light conditions compared to the W light conditions. Similarly, it was previously shown that B-light does not affect the endogenous PA content of leaves, but decreases the transcript level of all PA metabolism-related genes investigated^2^.

Investigation on in vitro wheat embryo culture regeneration and DNA methylation patterns revealed that 0.5 and 1.5 mM PUT induced the highest levels of genomic template stability and the SPD level correlated with DNA hypermethylation^10^. In *Pinus radiata* trees, it was found that juvenile plants were characterised by a lower DNA methylation degree but higher free PA content, while mature trees showed doubled cytosine methylation degree and lower free PA level^60^. Similarly, relationships between DNA methylation levels, free PA contents and embryogenic potentials have been reported in *Pinus nigra* Arn. cell culture^61^. SAM is a precursor for both the synthesis of higher PAs (SPD and SPM) and DNA methylation, but its metabolite linkage can result in distinct changes in gene expression. It has been reported that PA deficiency could decrease methylation in certain cases, but increased methylation in other DNA regions^14^. However, in cabbage, it was found that PUT application decreased the methylation under both control and salt stress conditions^12^. In *C. tigrine*, a negative relationship was found between the PUT level and methylation rate, too^11^.

Under the present conditions, we found that the light spectra did not induce pronounced differences in the leaf PA levels, and exogenous PUT only increased slightly the SPD content, however, specific changes were found in the pattern of up- and down-methylation of DNA. Based on the GO analysis B light alone induced only up-methylation in cellular component terms, and PUT treatment under B light did not induce remarkable further changes, indicating the dominant effect of B light. Interestingly, when WP treatment was compared to BC or BP, the methylation level was only slightly different. However, under W light, PUT treatment had a higher influence, and down-methylation also occurred in molecular function and biological processes. These results indicated that PUT treatment under W light conditions had higher and more complex effects than under B light conditions.

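In the quasi-likelihood test, 7421 loci were called in WP vs BC and 8298 in WP vs BP. All libraries of one group lay above all of the other at 15.9% of the tested loci in WP vs BC and at 14.6% in WP vs BP, where random order without ties gives 10%. In the simulated groups, dealt locus by locus and passed through the same filter, the shares were 11.4% to 11.6% and 11.8% to 12.0%.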

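In the fit on all 12 libraries, 9105 loci were called in WP vs WC and 1796 in BP vs BC, a ratio of 5.07. A ratio of 1 is not the value without an effect, since counts dealt at random locus by locus, without differences between whole libraries, gave 1.36 to 1.49, and this range is no measure of chance for the ratio. The fit on only the 6 libraries compared called 3447 loci in WP vs WC and 4061 in BP vs BC, a ratio of 0.849. This was the lowest of 26 settings, and the other 25 called more loci in WP vs WC. The settings use the same libraries, so they are not independent. Without WC replicate 1 the ratio was 2.47, and without WC replicate 3 it was 7.80. The difference between both effects was tested directly as the interaction of PUT and light, in which 5454 loci were called and 2 had an adjusted p below 0.05 (edgeR's quasi-likelihood test). The likelihood ratio test called 14980 loci for the interaction, with 165 at an adjusted p below 0.05, and DESeq2 10806, with 1. Of the loci called for the interaction, 59.4% had the higher value, and 46.7% with RLE size factors in place of TMM. From the GO terms of the called genes, in which PUT under W light also gave down-methylation, the paper concludes that PUT had higher and more complex effects under W than under B light.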

The PCA analysis also revealed that the B light-induced up-methylation pattern was similar to that of BP treatment, and the most distinct effect was found in the case of WP compared to the former ones. 

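Over the loci tested, the log2 fold changes of BC vs WC and BP vs WC correlated with r = 0.723. Both have WC as the reference, and in the simulated groups, dealt locus by locus, r was 0.497 to 0.502. Of the smaller of the sets of loci called higher, 64.8% was shared by BC vs WC and BP vs WC, against 46.2% to 48.2% in the simulated groups. For BP vs WC and WP vs WC, the share was 68.8%, against 45.2% to 50.1%. Across the genes called higher, the correlation was 0.64 between BC vs WC and BP vs WC, and 0.72 between BP vs WC and WP vs WC. Over the called loci drawn for the simulations, these were 0.717 and 0.569, against 0.570 to 0.588 and 0.701 to 0.718 in the simulated groups.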

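Across the genes called lower in any comparison, the log2 fold changes of BC vs WC and BP vs WC had a Pearson correlation of 0.39. The correlation was 0.25 between BC vs WC and WP vs WC, and 0.08 between BP vs WC and WP vs WC. These comparisons share the WC libraries, and the genes were selected by their calls. Over the called loci among those drawn for the simulations, the same correlations were 0.584, 0.209 and 0.154. In the simulated groups, with counts dealt locus by locus, they were -0.0169 to 0.0662, -0.0871 to -0.00566 and -0.403 to -0.359.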

The effect of B light either with or without PUT treatments on down-methylation also was more similar to each other compared to the other treatments. However, the analysis of the ten DMGs with the highest fold-change (log_2_FC) from each treatment combination showed that despite the above-mentioned dominant B light effect over the PUT treatment, B light and PUT treatments and their combination had a distinct effect on DNA methylation, manifested in the very different pattern of the 10 most affected gene list, without high occurrence of overlap.

Whole methylome analysis revealed that genes with regulatory functions, including methyl transfer (ribosomal RNA small subunit methyltransferase I-like isoform X1; histone-lysine N-methyltransferase SUVR3-like; tRNA (adenine(58)-N(1))-methyltransferase non-catalytic subunit trm6-like isoform X1), transcription and translation (transcription factor MYBC1-like; translation initiation factor IF-2-like; transcriptional corepressor LEUNIG-like isoform X9), RNA processing (pre-mRNA splicing factor SR-like 1 isoform X1), or plant hormone synthesis and signalling related processes (1-aminocyclopropane-1-carboxylate oxidase homolog 1-like; abscisic acid receptor PYL4-like; abscisic acid 8’-hydroxylase 1-like; AP2-like ethylene-responsive transcription factor BBM1; ethylene-responsive transcription factor 5-like; gibberellin 2-beta-dioxygenase 1-like; gibberellin-regulated protein 12-like; auxin response factor 18-like), seconder metabolism related pathways (phenylalanine ammonia-lyase-like; shikimate kinase 3, chloroplastic-like; anthocyanidin reductase ((2S)-flavan-3-ol-forming)-like isoform X1; putrescine hydroxycinnamoyltransferase 3-like; spermine synthase), defense responses (peroxidase 2-like; stromal 70 kDa heat shock-related protein, chloroplastic-like) were differentially methylated by the B and W light and/or PUT. However, the gene expression analysis of certain genes selected based on the identified different methylation events showed that there was not always a close relation between the measured gene expression patterns and methylation level. Previous studies also revealed that there is not always a strong overlap between DMGs and DEGs. For example, during the investigation on light-induced anthocyanin biosynthesis in red pear, ‘DMR-mediated DEGs’ were identified as DEGs which overlapped with DMRs and were in a negative correlation with the methylation level. However, these genes contain hypomethylated or hypermethylated promoters, too^62^. In maize, light regime-dependent methylation of the metabolism of di- and tricarboxylic acids has been investigated, and it was found that the expression of some of the genes was regulated via methylation of its promoter, while others were not controlled by promoter methylation^63^. It has also been shown that DNA methylation is dispensable but essential for the proper regulation of several biological processes in *Arabidopsis*^64^.

In conclusion, it was found that at the metabolite level PUT treatment induced dedicated changes in the amount of the investigated compounds, which changes were dominant even under B light conditions compared to the B light treatment alone. However, exogenous PUT application did not influence remarkably the endogenous PA levels in the wheat leaves under either light regime. Although, also no direct relationship was found between PA content and DNA methylation, very dedicated changes were observed in the up-, and down-methylation patterns under the B light, PUT treatments and their combination compared to the W light conditions. 

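Against WC, 13680 loci were called in BC, 17715 in BP and 9105 in WP, and against BC, 1796 were called in BP. The groups of libraries did not overlap at 14.5% of the tested loci in BC vs WC and in BP vs WC, at 12.0% in WP vs WC and at 10.3% in BP vs BC, where random order without ties gives 10%. The simulated groups, dealt locus by locus, gave 11.5% to 11.7% for BC vs WC, 12.0% to 12.2% for BP vs WC, 12.4% to 12.6% for WP vs WC and 11.1% to 11.3% for BP vs BC, so the last 2 did not lie above them. With single libraries left out, the calls in BC vs WC ranged from 8065 (without BC replicate 2) to 18904 (without WC replicate 3), and those in WP vs WC from 6078 (without WP replicate 3) to 14946 (without WC replicate 3).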

Our results showed that under B light conditions, B light had higher effects on methylation than the PUT treatment, while under W light conditions PUT treatment induced more alteration (Fig. S2). DNA methylation is reversible and dynamic and may have different results depending on the underlying sequence and its location in the genome. Sometimes contrasting results between the gene expression and the DNA methylation indicate that other processes are also involved in the modulation of transcription. In addition, the presented results did not indicate that for example B light receptors were affected by the DNA methylation under these conditions. Since gene body methylation is not always associated with transcriptional changes, its biological significance remains unclear. The present findings may be useful in understanding the different roles of methylation during PUT treatment under W or B light conditions.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

Supplementary Material 8

Supplementary Material 9

Supplementary Material 10

Supplementary Material 11

Supplementary Material 12

## Data Availability

The data can be found in the manuscript and supplementary materials. The data relating to methylation analyses discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE292105 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE292105). For further clarification contact the corresponding author.

# Supplementary material for: Putrescine treatment has a higher effect on 5mC DNA methylation profile of wheat leaves under white than under blue light conditions
**Source:** Sci Rep. 2025 Jul 2;15:22734. doi: 10.1038/s41598-025-08184-y
**Supplement:** Supplementary file 3 — Supplementary Material 3

Table 1. Characteristics of light spectral conditions.

| **Treatments** | **Intensity PAR (µmol)** | **Blue**  **µW cm^-2^ (400-500 nm)** | **Green µW cm^-2^ (500-600 nm)** | **Red µW cm^-2^ (600-700 nm)** | **Far-red µW cm^-2^ (700-800 nm)** | **Blue %** | **Green %** | **Red**  **%** | **Far-red %** | **Blue/Red** | **Red/Far-red** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **White (W)** | 250 | 1810 | 2560 | 1160 | 70 | 32.32 | 45.71 | 20.71 | 1.25 | 1.56 | 16.57 |
| **Blue (B)** | 250 | 4920 | 60 | 1000 | 10 | 82.13 | 1.00 | 16.7 | 0.17 | 4.92 | 100 |

# Supplementary material for: Putrescine treatment has a higher effect on 5mC DNA methylation profile of wheat leaves under white than under blue light conditions
**Source:** Sci Rep. 2025 Jul 2;15:22734. doi: 10.1038/s41598-025-08184-y
**Supplement:** Supplementary file 4 — Supplementary Material 4

Supplementary Table 2. Equations for calibration and correlation coefficients using of five different concentrations for each of the compounds. Ala: L-Alanine; ARAB: D-Arabinose; Asn: Asparagine; Asp: L-Aspartic acid; CITR: Citric acid; FUM: Fumaric acid; FRUC: D-Fructose; GABA: gamma-aminobutyric acid; Gln: L-Glutamine; Glp: L-5-Oxoproline; Glu: L-Glutamic acid; GLUC: D-Glucose; Gly: Glycine; Ile: L-Isoleucine; MAL: Malic acid; Orn: L-Ornithine; OXA: Oxalic acid; Phe: Phenylalanine; RIBI: d-Ribose; SUCC: Succinic acid; SUCR: Sucrose; Ser: Serine; Thr: L-Threonine; Tyr: L-Tyrosine.

| **Name** | **Equation for calibration** | **Correlation coefficients** |
| --- | --- | --- |
| Ala | y= +0.0551577x - 0.109023 | 0.99693 |
| ARAB | y= +0.0708314x + 0.123944 | 0.9779 |
| Asn | y= +0.00177507x - 0.00545415 | 0.99705 |
| Asp | y= +0.000335954x - 0.00119177 | 0.99574 |
| CITR | y= +0.0199898x - 0.0804283 | 0.99008 |
| FUM | y= +0.0211333x + 0.0540382 | 0.9771 |
| FRUC | y= +0.00879156x - 0.0236702 | 0.98412 |
| GABA | y= +0.0130403x + 0.0756831 | 0.99797 |
| Gln | y= +0.00859897x - 0.0189589 | 0.99348 |
| Glp | y= +0.0137944x - 0.0442122 | 0.99733 |
| Glu | y= +0.000598033x + 0.00272068 | 0.97203 |
| GLUC | y= +0.00521493x - 0.0346375 | 0.97662 |
| Gly | y= +0.00762344x - 0.0087513 | 0.99544 |
| Ile | y= +0.0230939x + 0.0970664 | 0.97869 |
| MAL | y= +0.00517747x - 0.00053731 | 0.98114 |
| Orn | y= +0.0035273x - 0.0310733 | 0.9958 |
| OXA | y= +0.0298063x - 0.0611239 | 0.98722 |
| Phe | y= +0.031772x - 0.0935744 | 0.99512 |
| RIBI | y= +0.0362438x + 0.0297867 | 0.9786 |
| SUCC | y= +0.00631735x - 0.0168699 | 0.9844 |
| SUCR | y= +0.0247896x - 0.167839 | 0.93969 |
| Ser | y= +0.0181055x + 0.0278038 | 0.98495 |
| Thr | y= +0.00649665x - 0.00139696 | 0.98977 |
| Tyr | y= +0.0248577x - 0.0367527 | 0.97936 |

# Supplementary material for: Putrescine treatment has a higher effect on 5mC DNA methylation profile of wheat leaves under white than under blue light conditions
**Source:** Sci Rep. 2025 Jul 2;15:22734. doi: 10.1038/s41598-025-08184-y
**Supplement:** Supplementary file 5 — Supplementary Material 5

Table S3. Primer sequences for endogenous control (*Ta*2291) and gene-specific primers.

| **Gene name and abbreviation** | **Primer sequences** | | **Product size** | **Reference** |
| --- | --- | --- | --- | --- |
| *Ta2291 –* | F | GCTCTCCAACAACATTGCCAAC | 165 bp | [42] |
| *ADP-ribosylation factor* | R | GCTTCTGCCTGTCACATACGC |  |  |
| *TaSPDS –*  *spermidine synthase* | F | AGGTATTCAAGGGTGGCGTG | 125 bp | [43] |
|  | R | TGGGTTCACAGGAGTCAGGA |  |  |
| *TaCRK6 –*  *cysteine-rich receptor-like kinase 6* | F | AGGCTGCTTGTCTACGAGTT | 101 bp | XM_044567979.1 |
|  | R | GCTTTGAGATCACGGTGGAC |  |  |
| *TaRPSa2 –*  *40S ribosomal protein Sa-2-like* | F | CCACCATTGCCTTCTGTGAC | 199 bp | XM_044599948.1 |
|  | R | TCCTCTGGGTCCCTGTAGAA |  |  |
| *TaLHC7 –*  *chlorophyll a-b binding protein 7* | F | ACCAAGATCGGCATCCTCAA | 145 bp | XM_044600141.1 |
|  | R | CGGGCTTGATGATGTCTGC |  |  |
| *TaSK3 –*  *shikimate kinase 3* | F | ACGTGCTCCCTTACCTGAAT | 145 bp | XM_044603573.1 |
|  | R | ATGCCAACAGACTGCTCAAC |  |  |
| *TaRsmI – ribosomal RNA small subunit methyltransferase I-like* | F | TGGCGATTCAAGGTACAGGT | 116 bp | XM_044466009.1 |
|  | R | TTGGCTGTCGAGATGCAAAG |  |  |
| *TaHSP70 – stromal 70 kDa heat shock-related protein* | F | TCCCTGCTCCTGTGAAAGAG | 112 bp | XM_044524175.1 |
|  | R | TCCTGGTTCAAAGCCTCCAT |  |  |
| *TaACO1 – 1-aminocyclopropane-1-carboxylate oxidase homolog 1-like* | F | AGACGTTCGGCTTCTTCCAG | 165 bp | XM_044473903.1 |
|  | R | GGTCGAGGTTGCTCTGGTAT |  |  |
| *TaPUBE3 –*  *E3 ubiquitin-protein ligase* | F | GCAGTGGTCGAGATCAGAGA | 100 bp | XM_044557678.1 |
|  | R | CAATGGACATGCGGGCTTC |  |  |
| *TaCAS –*  *calcium sensing receptor* | F | CCAACATCGTCGTCATGGAC | 161 bp | XM_044558030.1 |
|  | R | GGAGAGGTTGTAGGAGTCCG |  |  |

# Supplementary material for: Putrescine treatment has a higher effect on 5mC DNA methylation profile of wheat leaves under white than under blue light conditions
**Source:** Sci Rep. 2025 Jul 2;15:22734. doi: 10.1038/s41598-025-08184-y
**Supplement:** Supplementary file 6 — Supplementary Material 6

Supplementary Table 4. Variance analysis on the impact of 7 days of 0.5 mM putrescine (P) treatment under blue or white light conditions (L) on the metabolite levels in the leaves of wheat plants. (Two-way ANOVA analysis showing the mean squares, F and p-values.) ACON: Aconitic acid; Ala: L-Alanine; ARAB: D-Arabinose; Asn: Asparagine; Asp: L-Aspartic acid; CITR: Citric acid; EA: Ethanolamine; FUM: Fumaric acid; FRUC: D-Fructose; GABA: gamma-aminobutyric acid; Gln: L-Glutamine; Glp: L-5-Oxoproline; Glu: L-Glutamic acid; GLUC: D-Glucose; Gly: Glycine; Ile: L-Isoleucine; ITAC: Itaconic acid; MAL: Malic acid; Orn: L-Ornithine; OXA: Oxalic acid; Phe: Phenylalanine; RIBI: d-Ribose; SHIK: Shikimic acid; SUCC: Succinic acid; SUCR: Sucrose; Ser: Serine; Thr: L-Threonine; Tyr: L-Tyrosine. *, ** and ***: significant at 5%, 1% or 0.1 % probability level, respectively.

# Supplementary material for: Putrescine treatment has a higher effect on 5mC DNA methylation profile of wheat leaves under white than under blue light conditions
**Source:** Sci Rep. 2025 Jul 2;15:22734. doi: 10.1038/s41598-025-08184-y
**Supplement:** Supplementary file 7 — Supplementary Material 7

Supplementary Table 5. Variance analysis on the impact of 7 days of 0.5 mM putrescine (P) treatment under blue or white light conditions (L) on the polyamine contents in the leaves and roots of wheat plants. (Two-way ANOVA analysis showing the mean squares, F and p-values.)DAP: 1,3-diaminopropane; PUT: putrescine; SPD: spermidine; SPM: spermine. *, ** and ***: significant at 5%, 1% or 0.1 % probability level, respectively.

|  |  | **leaves** | | | | **roots** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Parameter** | **Source** | **MS** | **F** | ***P*** | **MS** | | **F** | ***P*** |
| **DAP** | PUT treatment (P) | 4.344 | 24.887 | **0.001 ***** | 3.875 | | 3.535 | 0.097 |
|  | Light condition (L) | 1.352 | 7.746 | **0.024 *** | 16.882 | | 15.401 | **0.004 **** |
|  | P * L | 0.450 | 2.579 | 0.147 | 0.378 | | 0.345 | 0.573 |
| **PUT** | PUT treatment (P) | 1.413 | 6.699 | **0.032 *** | 1.346 | | 2.503 | 0.152 |
|  | Light condition (L) | 0.955 | 4.526 | 0.066 | 4.724 | | 8.785 | **0.018 *** |
|  | P * L | 0.322 | 1.525 | 0.252 | 8.689 | | 16.158 | **0.004 **** |
| **CAD** | PUT treatment (P) | 0.009 | 3.529 | 0.097 | 0.011 | | 1.503 | 0.255 |
|  | Light condition (L) | 0.001 | 0.337 | 0.578 | 0.003 | | 0.390 | 0.550 |
|  | P * L | 0.035 | 13.731 | **0.006 **** | 0.015 | | 1.991 | 0.196 |
| **SPD** | PUT treatment (P) | 5.830 | 2.555 | 0.149 | 1.175 | | 0.414 | 0.538 |
|  | Light condition (L) | 18.488 | 8.103 | **0.022 *** | 104.153 | | 36.654 | **≤ 0.001 ***** |
|  | P * L | 25.711 | 11.269 | **0.01 **** | 23.171 | | 8.155 | **0.021 *** |
| **SPM** | PUT treatment (P) | 2.483 | 2.648 | 0.142 | 0.093 | | 0.590 | 0.464 |
|  | Light condition (L) | 4.283 | 4.567 | 0.065 | 5.121 | | 32.478 | **≤ 0.001 ***** |
|  | P * L | 0.021 | 0.022 | 0.886 | 1.467 | | 9.301 | **0.016 *** |

# Supplementary material for: Putrescine treatment has a higher effect on 5mC DNA methylation profile of wheat leaves under white than under blue light conditions
**Source:** Sci Rep. 2025 Jul 2;15:22734. doi: 10.1038/s41598-025-08184-y
**Supplement:** Supplementary file 11 — Supplementary Material 11

**Supplementary Fig. 1.** Schematic figure of the synthesis linkage between polyamines, amino acids and TCA cycle. Blue lighting icons indicate the effect of blue light. Positive or negative effects of putrescine treatment (PUT) indicated with green and red arrows, respectively. B+PUT indicates the combined effects of putrescine treatment under blue light conditions. See Table 1. for abbreviations.

**Supplementary Fig. 2.** Schematic figure for changes in methylation level induced by blue light (B) compared to white light conditions (W) with or without putrescine treatment (PUT). Blue lighting icon indicates the effect of blue light. Positive effects of putrescine treatment (PUT) indicated with green arrows; the size of the arrows reflect on the intensity of the effect. B light induced higher level of methylation compared to W light. PUT also increased the methylation level, which was more pronounced under W than under B light conditions. However, PUT also induced down-methylation in certain molecular functions and biological processes at W light.

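The total count per library was higher under B light by 2742511 counts (two-sided exact permutation test of 6 libraries against 6, p = 0.00216, adjusted p = 0.0924 over 64 tests). A total count depends on how many reads were sequenced as well as on the DNA. Over the loci kept by the filter, the difference was -392964 counts (exact permutation test, p = 0.253). The percent of the total that fell in the kept loci was 22.9% ± 3.13 under B light and 28.7% ± 1.46 under W light (SD, n = 6; exact permutation test, p = 0.00433, adjusted p = 0.0924). The mean count per locus with a count was 5.09 ± 0.572 under B light and 6.94 ± 1.68 under W light (SD, n = 6; exact permutation test, p = 0.00866, adjusted p = 0.139).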

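PUT changed the total count by 61555 on average over both lights (two-sided exact permutation test of 6 libraries against 6, p = 0.959), and the number of loci with a count by 80007 (p = 0.881). WP had 446044 more loci with a count than WC (exact permutation test of 3 libraries against 3, p = 0.5), and BP minus BC was -286030 loci (p = 0.6), where the smallest p that 3 libraries against 3 allow is 0.1. Without WC replicate 1, the difference between libraries with and without PUT was -269517 loci.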

# Supplementary material for: Putrescine treatment has a higher effect on 5mC DNA methylation profile of wheat leaves under white than under blue light conditions
**Source:** Sci Rep. 2025 Jul 2;15:22734. doi: 10.1038/s41598-025-08184-y
**Supplement:** Supplementary file 12 — Supplementary Material 12

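Table S6 lists loci that overlap a range around a gene, with the log2 fold change of each comparison and a p. Of the 1329 entries held here, for 946 genes, all had a tested locus in the range, and their log2 fold changes lay within 0.001 of those of the likelihood ratio test here. In 50.3% of the log2 fold changes beyond 1.5 in these entries, the likelihood ratio test gave a p of 0.01 or more in that comparison.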

**Table S6**: Overlap results between the query loci and reference genomic regions.

**Table S7**: DMGs with the highest log2FC values of each light- and PUT-treatment combinations.

**Table S8**: Unfiltered results of analysis.

How the deposited data were processed for this re-analysis (not part of the article)

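The data are counts of reads at genomic loci in 12 MeDIP-seq libraries from wheat leaves, 3 biological repetitions in each of the groups WC, WP, BC and BP. The authors enriched methylated DNA with an antibody, trimmed the reads with Trim Galore and Cutadapt, aligned them with BWA to the IWGSC CS RefSeq v2.1 genome, and used bedtools to define the covered sections as loci and to count the reads of each library at each locus. The counts were deposited without normalization, as whole numbers, with 1 set of loci for all libraries. The paper's text names no removal of duplicate reads, and input libraries were not used here. The total count per library was between 15812048 and 21355140. A locus of the kept set had a median mean count of 7.92. A group at 0 in all 3 libraries was therefore given a floor of 3 counts over the group. A fold against it is a lower bound for the mean of the other group as measured, without the spread between its libraries. Reads without molecular identifiers are not independent molecules, so such floors cover counting error only.

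Loci were kept where at least 2 libraries of any 1 group had a count above 10. Group differences were tested with edgeR 4.0.16 in R 4.3.3 (estimateDisp, glmQLFit and glmQLFTest with default settings, except that the locus-specific dispersions, which the quasi-likelihood test does not use, were not computed), on all 12 libraries with 1 coefficient per group, library sizes summed over the kept loci and TMM factors. The common dispersion was 0.951. The prior degrees of freedom were infinite, so the quasi-likelihood spread was that of the trend at every locus and the spread of a single locus did not enter its p. The contrasts were the 6 comparisons of the study and the interaction, the effect of PUT under W light minus that under B light. A locus was called at the study's thresholds, p below 0.01 and an absolute log2 fold change above 1.5, and the number at an adjusted p below 0.05 (Benjamini-Hochberg) was counted beside it. The pipeline was tested on simulated data with known changes. Library-level values were compared with two-sided exact permutation tests of the difference in means, 64 tests adjusted together, computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

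Genes were assigned to loci with bedtools 2.31.1 by an overlap of at least 1 bp with the whole annotated gene. The region planned first, the start codon extended by 3000 bp upstream, could not be built because start codons, strands and exons were not in the annotation used, and the whole gene, listed beforehand as the other region, was used. For the same reason, exons, CDS and GO terms were not analysed here. PCA was run on the scaled log2 fold changes of the genes called in any comparison, each by its called locus with the smallest p. The genes named were chosen by a rule set in advance, with their values in Tables S6 and S7 already seen. They were the 9 genes chosen for qRT-PCR, the 4 genes common to all sets, the 6 genes repeated in the lists of Table S7, and the gene with the smallest p in each direction of each comparison. Where several tested loci lay in the range of a gene, the locus with the smallest p for any difference among the 4 groups was used.

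The tests, thresholds, filter, alternatives and named genes were set before the data were examined. The alternatives were the likelihood ratio test of the study, DESeq2 1.42.0, other scalings (library size alone, RLE size factors, library size over every locus), other filters (a count above 5 or above 20, a count above 10 in 2 of the 12 libraries, none), the 6 libraries of a comparison alone, a block for the replicate number, each library left out in turn, a prior count of 2, no threshold on the log2 fold change, 0.5 of the locus inside the gene, and library-level values over the kept loci. Because the comparisons share libraries, overlaps, correlations and components were also computed on 5 simulations without any effect, in which the scaled counts of each of 300000 loci were dealt at random to the libraries. This removes differences between whole libraries. Calls were also counted for the 10 splits of the 6 libraries of each comparison and for 40 assignments of the 12 libraries, the real one included, on 100000 loci. The loci of the splits and of the simulations were drawn from those with a count above 10 in 2 of the 12 libraries, and the filter was applied anew in each split. Metabolites, polyamines and transcript levels were not analysed here.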

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

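The tests of shared loci between libraries came after the result was seen. So did the choice of BC replicate 2 and BP replicate 3 as a pair to compare. The tests of the other explanations below were planned, except where stated. A sample far from the others in its group was looked for in 32 groups of libraries, of which 6 had one, and chance gives about 1 in 20 groups, or 1.6.

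WC replicate 1 stood apart from the other libraries under W light in 4 values. Its mean count per locus with a count was 10.1, its percent of counts on the mitochondrial contig 0.00104%, its percent of counts in the kept loci 25.9%, and 653359 of its loci had a count above 10. It also had the fewest loci with a count, 1563154, and the largest TMM factor, 1.49. The tables argue against this library as the only source of the excess of loci higher in BC, since 85.5% of the loci called in BC vs WC were higher without it. Whether it is the only source of the larger number of calls for PUT under W light cannot be told apart. Their ratio to the calls under B light was 2.47 without it, but 0.849 with only the 6 libraries compared in each fit, and the spread of this ratio by chance is not known. The limit set beforehand for the ratio without WC replicate 1 was met, and the second fit was weighed only after the values were known. The counts of WC replicate 1 from 3 up were most frequent at 9, and those of the other libraries at 3 or 5, which goes with fragments read more often. Whether the library holds fewer distinct fragments was not settled by the loci that libraries share. A biological difference of the plants in this repetition was not tested and stays open.

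BC replicate 2, with 0.317% of its counts in the 100 highest loci, stood above the other libraries without PUT, and BP replicate 3, with 0.433%, above the others with PUT. Without BC replicate 2 the loci called in BC vs WC fell from 13680 to 8065, and without BP replicate 3 those in BP vs WC fell from 17715 to 7731. At loci with a count above 10 these libraries shared 1.74 times as many as independent sampling gives, the highest ratio of all pairs, and over the kept loci their scaled log2 counts correlated with r = 0.343, against 0.214 and 0.246 for BC replicate 2 with the other BC libraries. BC replicate 2 was still closer to those than to BP replicates 1 and 2 (r = 0.0821 and 0.173), and BP replicate 3 had r = 0.312 and 0.0403 with the other BP libraries and 0.127 and 0.182 with BC replicates 1 and 3. A mislabelled or swapped library cannot be told apart from other sources here, because these values go both ways and over all loci no pair shared more than 1.04 times the number of independent sampling. Duplicated or repeated sequence in these loci was not tested, and no biological explanation was tested.

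The effect of PUT differed between W and B light at 2 loci with an adjusted p below 0.05 in edgeR's quasi-likelihood test of the interaction, which were singled out after their values were seen. At the locus on chromosome 4A from 1 to 96, the interaction was -1.62 on the log2 scale (adjusted p = 0.0114), with counts of 79, 730 and 165 in BC and 83, 978 and 3077 in BP. At the locus on chromosome 4B from 592421107 to 592422674, it was -0.43 (adjusted p = 8.44e-07), with counts of 8176, 15541 and 8557 in BC and 6152, 5434 and 26466 in BP. The libraries of 1 group differed more than the groups did, and the likelihood ratio test, which uses a spread estimated for each locus, gave an unadjusted p of 0.141 and 0.444. Over 100000 loci drawn, 29 of 40 assignments of the libraries to groups, the real one included, gave as many loci called for the interaction, so chance cannot be excluded. Without WP replicate 3, BC replicate 1 or BC replicate 3 no locus had an adjusted p below 0.05 (24266, 24960 and 22892 at an unadjusted p below 0.05, and 165 in the likelihood ratio test and 1 in DESeq2 with all libraries), and without BC replicate 2 there were 8.

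The paper does not report on mitochondrial loci, on which 1695 counts fell in the 12 libraries, at 36 loci of which 4 were kept. Their percent of a library's total was between 0.000333% and 0.00138%. It was lower with PUT by a difference of -0.000481 points (two-sided exact permutation test of 6 libraries against 6, p = 0.0216, adjusted p = 0.206 over 64 tests), and the difference between B and W light was 0.000381 points (exact permutation test, p = 0.0628). The share depends on how much organelle DNA entered each library, and no explanation was tested.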

How the results depend on the processing

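The genes extended by 3000 bp, the likelihood ratio test with p below 0.01 in any comparison and the thinning of the libraries to the smallest total were chosen after seeing the data. The other alternatives were set beforehand. Scaling over every locus in place of the kept loci, and calling at p below 0.01 alone without a threshold on the log2 fold change, left every count within 1.5 times its value. The share of called loci that were higher stayed above 50% in BC vs WC, BP vs WC and WP vs WC, and below 50% in WP vs BC and WP vs BP, under the 4 other scalings. In BP vs BC it was 45.3% with library size alone. The number of calls depended on the test, on the filter and on single libraries. The cause of the changes was not tested, except where fewer loci or libraries entered a fit. The alternative in which a gene is assigned by its start codon was not run, because start codons were not in the annotation used here.

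In the likelihood ratio test of the study, the loci called numbered 26465 in BC vs WC, 30474 in BP vs WC, 22188 in WP vs WC, 6422 in BP vs BC, 16752 in WP vs BC, 17078 in WP vs BP and 14980 for the interaction. Those at an adjusted p below 0.05 numbered 6600 in BC vs WC, 10053 in BP vs WC, 1968 in WP vs WC, 0 in BP vs BC (23233 at an unadjusted p below 0.05), 266 in WP vs BC, 249 in WP vs BP and 165 for the interaction. The genes called numbered 596 in BC vs WC, 537 in BP vs WC, 435 in WP vs WC, 198 in BP vs BC, 446 in WP vs BC and 220 in WP vs BP. The loci higher in BC, BP and WP against WC numbered 8511, the loci lower in WP against WC, BC and BP numbered 2979, the genes higher in BC, BP and WP against WC numbered 171, the genes lower in WP against WC, BC and BP numbered 39 and the genes lower in WP against BC and BP numbered 88. Of the called loci, 2.06% lay in a gene, below the share of the tested loci.

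In the Wald test of DESeq2 with its size factors, the loci called numbered 25078 in BC vs WC, 33432 in BP vs WC, 18261 in WP vs WC, 5404 in BP vs BC, 16626 in WP vs BC, 20720 in WP vs BP and 10806 for the interaction. At an adjusted p below 0.05 there were 4561 in BC vs WC, 11960 in BP vs WC, 4 in WP vs WC, 0 in BP vs BC (23635 at an unadjusted p below 0.05), 156 in WP vs BC, 991 in WP vs BP and 1 for the interaction. Genes called by their loci numbered 577 in BC vs WC, 597 in BP vs WC, 369 in WP vs WC, 162 in BP vs BC, 439 in WP vs BC and 285 in WP vs BP. Called in all 3, the loci higher in BC, BP and WP against WC numbered 6176, the loci lower in WP against WC, BC and BP numbered 2486, the genes higher in BC, BP and WP against WC numbered 135, the genes lower in WP against WC, BC and BP numbered 38 and the genes lower in WP against BC and BP numbered 114. The axis PC2 of the genes higher held 27.9% and PC2 of the genes lower held 31.9%.

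With library size alone in place of TMM, the loci at an adjusted p below 0.05 numbered 33 in BC vs WC, 58 in BP vs WC and 1 for the interaction. PC1 of the genes higher held 52.1%. With RLE size factors, the loci called numbered 13035 in WP vs BP. Loci at an adjusted p below 0.05 numbered 145 in BC vs WC, 1205 in BP vs WC, 153 in WP vs BP and 5 for the interaction. In genes, the calls numbered 174 in WP vs BP. PC1 of the genes lower held 38.8%.

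With the looser filter, a count above 5, the loci called numbered 29300 in BC vs WC, 34473 in BP vs WC, 18487 in WP vs WC, 3429 in BP vs BC, 13535 in WP vs BC, 14363 in WP vs BP and 26021 for the interaction. Those at an adjusted p below 0.05 numbered 67 in BP vs WC, 15 in WP vs WC, 38 in BP vs BC, 96 in WP vs BC and 14 for the interaction. The genes called numbered 586 in BC vs WC, 510 in BP vs WC, 358 in WP vs WC, 110 in BP vs BC and 174 in WP vs BP. Across comparisons, the loci higher in BC, BP and WP against WC numbered 5976 and the genes higher in BC, BP and WP against WC numbered 137. PC2 of the genes higher held 28.4%. With no filter on low counts, the loci called numbered 33357 in BC vs WC, 41977 in BP vs WC, 23373 in WP vs WC, 4392 in BP vs BC, 14808 in WP vs BC, 17047 in WP vs BP and 30995 for the interaction. Loci at an adjusted p below 0.05 numbered 45 in BC vs WC, 39 in BP vs WC, 9 in WP vs WC, 19 in BP vs BC and 4 for the interaction. In genes, the calls numbered 623 in BC vs WC, 588 in BP vs WC, 431 in WP vs WC, 118 in BP vs BC and 203 in WP vs BP. Called in all 3, the loci higher in BC, BP and WP against WC numbered 8162, the loci lower in WP against WC, BC and BP numbered 1723, the genes higher in BC, BP and WP against WC numbered 170, the genes lower in WP against WC, BC and BP numbered 31 and the genes lower in WP against BC and BP numbered 83. PC2 of the genes higher held 27.2% and PC1 of the genes lower held 47.4%.

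With the stricter filter, a count above 20, under which fewer loci were tested, the loci called numbered 1432 in BC vs WC, 2475 in BP vs WC, 640 in WP vs WC, 198 in BP vs BC, 921 in WP vs BC, 1284 in WP vs BP and 307 for the interaction. At an adjusted p below 0.05 there were 0 in BC vs WC (5338 at an unadjusted p below 0.05), 0 in BP vs WC (7939 at an unadjusted p below 0.05), 0 in WP vs WC (2904 at an unadjusted p below 0.05), 0 in BP vs BC (1598 at an unadjusted p below 0.05), 10 in WP vs BC, 0 in WP vs BP (5714 at an unadjusted p below 0.05) and 0 for the interaction (2113 at an unadjusted p below 0.05). Genes called by their loci numbered 78 in BC vs WC, 66 in BP vs WC, 21 in WP vs WC, 18 in BP vs BC, 86 in WP vs BC and 37 in WP vs BP. The loci higher in BC, BP and WP against WC numbered 305, the loci lower in WP against WC, BC and BP numbered 74, the genes higher in BC, BP and WP against WC numbered 7, the genes lower in WP against WC, BC and BP numbered 2 and the genes lower in WP against BC and BP numbered 12. The axis PC2 of the genes higher held 36.5%. With a filter that does not use the groups, a count above 10 in 2 of the 12 libraries, the loci at an adjusted p below 0.05 numbered 79 in BP vs WC, 9 in WP vs WC, 22 in BP vs BC and 4 for the interaction. PC1 of the genes higher held 53.9%, PC2 of the genes higher held 24.7%, PC1 of the genes lower held 49.5% and PC2 of the genes lower held 32.9%.

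With only the 6 libraries compared in each fit, the loci called numbered 9065 in BC vs WC, 3447 in WP vs WC, 4061 in BP vs BC and 11740 in WP vs BC. Those at an adjusted p below 0.05 numbered 14 in BP vs WC, 0 in BP vs BC (18498 at an unadjusted p below 0.05), 121 in WP vs BC and 0 in WP vs BP (37985 at an unadjusted p below 0.05). The genes called numbered 197 in BP vs WC, 91 in WP vs WC, 164 in BP vs BC and 441 in WP vs BC. Across comparisons, the loci higher in BC, BP and WP against WC numbered 144, the loci lower in WP against WC, BC and BP numbered 46, the genes higher in BC, BP and WP against WC numbered 5, the genes lower in WP against WC, BC and BP numbered 0 and the genes lower in WP against BC and BP numbered 18. The axis PC2 of the genes lower held 32.9%.

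With the replicate number as a block (replicate block), the loci called numbered 9026 in BC vs WC, 11082 in BP vs WC, 4910 in WP vs WC, 884 in BP vs BC, 4285 in WP vs BC, 4249 in WP vs BP and 2720 for the interaction. At an adjusted p below 0.05 there were 44 in BC vs WC, 70 in BP vs WC, 27 in WP vs BP and 0 for the interaction (18559 at an unadjusted p below 0.05). Genes called by their loci numbered 233 in BC vs WC, 112 in WP vs WC, 37 in BP vs BC, 139 in WP vs BC and 64 in WP vs BP. The loci higher in BC, BP and WP against WC numbered 1944, the loci lower in WP against WC, BC and BP numbered 407, the genes higher in BC, BP and WP against WC numbered 49, the genes lower in WP against WC, BC and BP numbered 7 and the genes lower in WP against BC and BP numbered 22. PC2 of the genes higher held 29.0%. The labels number the libraries of each group 1 to 3. Over the kept loci, the deviations from the group means of libraries with the same number correlated with a median r of 0.00220 (-0.0884 to 0.140), and those with different numbers with a median r of -0.000124 (-0.174 to 0.224), so the numbers did not pair the libraries.

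With at least 0.5 of the locus required inside the gene, the genes called numbered 186 in BC vs WC, 141 in BP vs WC, 90 in WP vs WC, 38 in BP vs BC, 140 in WP vs BC and 57 in WP vs BP. The genes higher in BC, BP and WP against WC numbered 29, the genes lower in WP against WC, BC and BP numbered 8 and the genes lower in WP against BC and BP numbered 27. With genes extended by 3000 bp on both sides, chosen after seeing the data, the genes called numbered 1006 in BC vs WC, 1027 in BP vs WC, 653 in WP vs WC, 198 in BP vs BC, 589 in WP vs BC and 395 in WP vs BP. The genes higher in BC, BP and WP against WC numbered 243, the genes lower in WP against WC, BC and BP numbered 55 and the genes lower in WP against BC and BP numbered 166. The axis PC2 of the genes lower held 32.7%.

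With the likelihood ratio test and p below 0.01 required in any comparison only, chosen after seeing the data, the loci called numbered 49572 in BC vs WC, 50110 in BP vs WC, 49629 in WP vs WC, 27728 in BP vs BC, 40006 in WP vs BC, 41005 in WP vs BP and 53888 for the interaction. In genes, the calls numbered 1041 in BC vs WC, 922 in BP vs WC, 925 in WP vs WC, 664 in BP vs BC, 836 in WP vs BC and 695 in WP vs BP. Called in all 3, the loci higher in BC, BP and WP against WC numbered 28295, the loci lower in WP against WC, BC and BP numbered 14647, the genes higher in BC, BP and WP against WC numbered 535, the genes lower in WP against WC, BC and BP numbered 232 and the genes lower in WP against BC and BP numbered 384. PC1 of the genes higher held 40.0% and PC2 of the genes lower held 32.5%.

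With the loci kept by the filter counted in place of all loci, the total count under B light minus W light was -392964 (exact permutation test, p = 0.253). The number of loci with a count under B light minus W light was 42710 (exact permutation test, p = 0.115), and the mean count per locus with PUT minus without was 0.408. Thinning every library to the smallest total left the difference in loci with a count between the lights at 1235303. Among loci at an adjusted p below 0.05, 4.81% lay in a gene.

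With each library left out in turn, the loci called ranged from 8065 to 18904 in BC vs WC, from 7731 to 22328 in BP vs WC, from 6078 to 14946 in WP vs WC, from 1198 to 2878 in BP vs BC, from 3753 to 10487 in WP vs BC, from 2741 to 12115 in WP vs BP and from 3648 to 9393 for the interaction. At an adjusted p below 0.05, loci ranged from 14 to 100 in BC vs WC, from 37 to 746 in BP vs WC, from 2 to 8 in WP vs WC, from 2 to 17 in BP vs BC, from 26 to 93 in WP vs BC, from 13 to 128 in WP vs BP and from 0 to 8 for the interaction. The 0 for the interaction was found without WP replicate 3 (24266 loci at an unadjusted p below 0.05), BC replicate 1 (24960) and BC replicate 3 (22892), in edgeR's quasi-likelihood test, and the likelihood ratio test and DESeq2 on all libraries gave 165 and 1. Left out in the same way, libraries changed the genes called from 207 to 439 in BC vs WC, from 178 to 487 in BP vs WC, from 145 to 352 in WP vs WC, from 37 to 99 in BP vs BC, from 112 to 297 in WP vs BC and from 54 to 170 in WP vs BP. The loci higher in BC, BP and WP against WC ranged from 2290 to 6955, the loci lower in WP against WC, BC and BP ranged from 493 to 1379, the genes higher in BC, BP and WP against WC ranged from 59 to 181, the genes lower in WP against WC, BC and BP ranged from 11 to 23 and the genes lower in WP against BC and BP ranged from 22 to 65.

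With single libraries left out, the variance held by the components ranged for PC1 of the genes higher from 43.2% to 56.3%, PC2 of the genes higher from 24.0% to 32.4%, PC1 of the genes lower from 39.4% to 53.0% and PC2 of the genes lower from 27.0% to 35.2%. The lowest numbers of loci called were found without BC replicate 2, BP replicate 2, BP replicate 3 or WP replicate 3, and the highest without WC replicate 1 or WC replicate 3. With 1 library left out, a group of 2 remained, whose spread was taken from all groups.

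Between B and W light, the difference in total count ranged from 2385051 to 2987605, that in loci with a count from 1163119 to 1548464, that in mean count per locus from -2.16 to -1.21 and that in the percent in the kept loci from -6.68 to -5.06 with single libraries left out. Between libraries with and without PUT, the ranges were from -564000 to 442309 for the total count, from -269517 to 314260 for the loci with a count, from -0.902 to 0.227 for the mean count per locus and from 2.05 to 4.06 for the percent in the kept loci. The difference in total count turned negative without WC replicate 1 (-564000), WC replicate 3 (-27021), BP replicate 1 (-66392), BP replicate 2 (-409197) or BP replicate 3 (-248119). That in loci with a count turned negative without WC replicate 1 (-269517), WC replicate 2 (-45381), BP replicate 2 (-73977) or BP replicate 3 (-106741), and that in mean count per locus turned positive without WC replicate 1 (0.227).

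Over the 75 log2 fold changes of named genes, 32 of them called, the alternatives left the side of the thresholds the same, without a reversed direction, 1581 times. Among these are 6 in which the log2 fold change was 0, with no direction, after 1 library was left out. They were BC vs WC of TraesCS5D02G403200, WP vs BP of TraesCS1B02G312000, and WP vs BC and WP vs BP of TraesCS5A02G146900 and TraesCS7D02G132900. A call was lost 106 times and gained 48 times. The direction was reversed 3 times, for TraesCS5A02G146900 in BP vs BC without BC replicate 3 (2.65, and -4.34 without BP replicate 1), for TraesCS7D02G132900 in BP vs BC without BC replicate 2 (2.05, and -3.86 without BP replicate 3) and for LOC123162097 in WP vs BP without BP replicate 2 (1.48, and -4.69 without WP replicate 3). With a prior count of 2 in place of the default, all 75 kept their direction and their side of the thresholds. The stricter filter kept only 13 of the 75. The genes chosen for qRT-PCR had at most 33 counts in a library. In the data simulated to test the pipeline, a change of 2 on the log2 scale was called at 15.0% of the loci.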

Differences from the paper's values

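The mean number of loci with p below 0.01 over the 6 comparisons was 9700 in the quasi-likelihood test, and the paper's value is 19,926 reads for each treatment combination, taken here as this mean. Of the alternatives set before the data were examined, the likelihood ratio test of the study (19926), DESeq2 (19976), the filter at a count above 5 (19008) and no filter (22540) gave values within 1.5 times the paper's. The other scalings, the other filters, the replicate block, the fit on only the 6 libraries compared and each fit without 1 library gave values further from it, from 1174 to 12568.

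The number of loci with p below 0.01 in any comparison was 36078, and the paper's value is 65,441. The likelihood ratio test of the study gave 65442, and it, DESeq2 (71979), RLE size factors (44657), the filter at a count above 5 (74890), no filter (85856) and the fit without WC replicate 3 (43856) were within 1.5 times the paper's value, which is the tolerance used for all counts and percentages here. The others set before the data were examined were not, among them library size alone (31415), library size over every locus (35670), a count above 20 (4617), a count above 10 in 2 of the 12 libraries (37128), the replicate block (22464), only the 6 libraries compared (41304) and the fits without any other library.

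The percent of called loci that overlapped no annotated feature was 97.8%, with the whole gene as the only feature, and the paper's value is 33.25% over transcripts, genes, exons, CDS and codons. Neither alternative, loci at an adjusted p below 0.05 (95.2%) and the likelihood ratio test (97.9%), closed the difference. With the gene extended by 3000 bp on both sides, a region chosen after seeing the data, the percent was 93.9%. In the likelihood ratio test it was 94.0% with this region, so the difference from 33.25% stayed. The paper's text also reports far fewer overlaps with reference regions than loci matched. By those counts most of its loci overlapped no region, as here. Which total the 33.25% is a share of could not be settled here.

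By whole annotated genes, 84 genes were higher in BC, BP and WP against WC and in no other set, and the paper's value is 490. The genes lower in WP against WC, BC and BP and in no other set numbered 18, and the paper's value is 181. Those lower in WP against BC and BP and in no other set numbered 30, and the paper's value is 121. All 25 alternatives set before the data were examined were more than 1.5 times away from the paper's value for each of these, with the likelihood ratio test at 170, 39 and 48. The likelihood ratio test with p below 0.01 in any comparison and the log2 fold change alone in the comparison counted, chosen after seeing the values, gave 403, 130 and 102, and drops 670 of the 946 genes in the part of Table S6 held. With this rule the 3 values were within 1.5 times the paper's.

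The log2 fold change of LOC123162097 in WP vs BP was -0.71, and the paper's value in Table S7 is 6.55786. In the part of Table S6 held, the entry of this gene equals the value here. No alternative set before the data were examined closed the difference, the highest value being 1.48 without BP replicate 2.

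The paper states that TaHSP70 was lower in methylation under B light than in WC and higher in WP than in BC and BP. Its locus here had log2 fold changes of 5.45 in BC vs WC, 6.28 in BP vs WC, -5.45 in WP vs BC and -6.28 in WP vs BP, with the same signs in every alternative in which the locus was tested. The deposited counts, though low, were 0 in every WC and WP library and above 0 only in BC and BP. At this locus they go against the direction stated in the paper's text. Why the text gives the opposite direction could not be settled here. With the signs found here, the gene was higher under B light in counts, as in the transcript levels the paper reports. The paper states that TaPUBE3 was lower in WP than in WC, where the locus here had no count in either group, while the other locus of the gene had log2 fold changes of 1.65 in WP vs WC, 1.21 in WP vs BC and 0.99 in WP vs BP. The other 23 of 28 stated directions of the 9 genes were the same here. The likelihood ratio test of the study calls 24 of the 28 differences, and the quasi-likelihood test 9. The paper states that 1 gene was higher and 3 genes were lower in all sets. All 4 had the stated direction in all 6 comparisons in the fit on all libraries, but with single libraries left out 6 of the 24 log2 fold changes fell to 0 and 2 were reversed. None was called in all 6 by edgeR's quasi-likelihood test, with 2 of 24 differences called against 6 in the likelihood ratio test and 5 at an unadjusted p below 0.05. With p below 0.01 in any comparison, the rule chosen after seeing the values, LOC123122878 was higher in all 6, and the 1 gene lower in all 6, LOC123103160, is not among the 3 of the paper. The paper states that genes were found in 1 set only for BLUE_effect (higher) and WHITE_effect_at_PUT (lower). Here each of the 6 comparisons had such genes in both directions, from 13 in BP vs BC to 169 in BC vs WC among the genes higher, and from 10 in BP vs WC to 115 in WP vs BC among the genes lower. The paper places PUT_effect_at_WHITE among the large sets of genes lower, and here its 43 genes were fewer than the 181 in WP vs BC and the 92 in WP vs BP and more than those of the other 3 comparisons. The paper states, in discussing its GO analysis, that WP differed only slightly in methylation from BC and BP. In the quasi-likelihood test on all 12 libraries, 7421 and 8298 loci were called here. These were more than the 1796 in BP vs BC and fewer than in BC vs WC (13680), BP vs WC (17715) and WP vs WC (9105). The likelihood ratio test kept this order. DESeq2 did not, with 20720 loci in WP vs BP and 18261 in WP vs WC, nor did RLE size factors, with 13035 and 9755.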

Other observations

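The comparisons of shared loci between libraries, and the scalings of BC vs WC and BP vs WC taken alone, were tests chosen after the result was seen. The thinning of the libraries to the smallest total was chosen after seeing the data, as stated above. The others were planned.

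More loci were called higher than lower in the 3 comparisons against WC, and the libraries of WC covered the fewest loci. A candidate explanation is that a library that covers fewer loci gives counts of 0 where another has counts. In 11 of 12 pairs of libraries of the same group, in which no treatment differs, the library with more loci with a count also had more loci above 10 counts where the other had 0. In pairs of different groups whose order was opposite to that of their group means, the difference followed the libraries in 7 of 7. Over all pairs of different groups it did so in 40 of 54 and not in 14, among them WC replicate 2 with BC replicate 2 and WC replicate 3 with BC replicates 2 and 3, where the BC library covered more loci and the WC library had more loci above 10 counts against 0. So a difference in coverage may add to the calls against WC, and how much of them it makes up was not measured. An effect of B light or PUT on methylation, which would also change the loci covered, stays open and cannot be separated here. The scaling cannot be told apart as a source for all 3 comparisons, because the lowest share of higher loci was 58.2%, in WP vs WC with library size alone. For BC vs WC and BP vs WC the lowest share under the 4 other scalings was 83.0%, which argues against the scaling as the only source.

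More loci had a count under B than under W light. Thinning every library to the smallest total left the difference, 1235303 loci (two-sided exact permutation test, p = 0.00433), which argues against the total count as its only source. What stays open is a difference in how many distinct fragments entered the libraries, and an effect of light.

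Libraries of 1 group resembled each other little. Over the kept loci, the median correlation of scaled log2 counts was 0.260 within groups and 0.162 between groups. The ratio of loci shared by 2 libraries to the number of independent sampling was 0.933 to 1.04 within groups (median 0.988) and 0.927 to 1.03 between groups (median 0.958). At loci with a count above 10 the median ratio was 1.16 within and 1.15 between groups, and the highest was 1.74, between BC replicate 2 and BP replicate 3. The most frequent count above 0 was 5 in WC replicate 2 and WP replicate 3 and 3 in WC replicate 3, WP replicate 2, BC replicate 2 and BP replicate 1, and it was 1 or 2 in the others. In WC replicate 1 it was 1, with a second peak at 9 (114318 loci, against 52949 at a count of 3). Peaks above 1 go with fragments read several times. Whether each library holds its own part of the methylated fragments, read several times, still cannot be told apart from other sources, because the loci shared over all counts lay near those of independent sampling and those above 10 counts lay above them. Swapped or mislabelled libraries cannot be told apart by these values either, since the ratios within and between groups overlapped.

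Other splits of the 6 libraries of a comparison into 3 and 3 called as many loci as the real one, itself included, in 1 of 10 splits for BC vs WC, 2 for BP vs WC, 5 for WP vs WC, 7 for BP vs BC, 1 for WP vs BC and 3 for WP vs BP. With 10 splits no share below 0.1 can be reached, so this test could not exclude chance for any of them, whatever the effect. On 100000 loci, the real split called 623 in BC vs WC and at most 273 were called in its other splits. In WP vs BC these numbers were 683 and 270. In each of the other comparisons, another split called as many or more. For the effects of PUT, WP vs WC and BP vs BC, 5 and 7 of the 10 splits gave as many calls.

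Loci with an adjusted p below 0.05 were those with high counts in some comparisons. In BP vs BC, 4 of the 10 had a p below 0.01 in the likelihood ratio test, and in WP vs WC 4 of the 5. With infinite prior degrees of freedom, the quasi-likelihood p of a locus does not use its own spread, and no explanation beyond this was tested.

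Among the genes with the smallest p in a comparison, LOC123180806 on chromosome 1D had a locus from 147162870 to 147165382 with counts of 604, 802 and 643 in BC and 464, 111 and 173 in WC. Its log2 fold change was 2.01 in BC vs WC and -2.15 in WP vs BC, with adjusted p of 1.17e-10 and 1.93e-12 in edgeR's quasi-likelihood test. The p values of this test for the genes here do not use the spread of the single locus. They can be far smaller than p values that do, as at the 2 interaction loci above, and were not set against another test. LOC123138634 on chromosome 6B, with a locus from 18132046 to 18136039 inside the gene, had counts of 34, 15 and 85 in WC, 119, 338 and 389 in WP, 124, 37 and 99 in BC, and 530, 275 and 141 in BP. Its log2 fold change was 2.77 in WP vs WC (adjusted p = 1.38e-07 in the same edgeR test) and 1.58 in BP vs BC (adjusted p = 0.569). With each library left out in turn, these stayed between 2.34 and 3.71 and between 1.11 and 1.93. LOC123140149 on chromosome 6B was the gene with the smallest p among those lower in BC vs WC and BP vs WC (log2 fold change -2.24 and -2.97) and higher in WP vs BP (2.41, and 0.10 without WP replicate 1). LOC123084602 on chromosome 4A was that among those lower in WP vs WC (at least 18.6-fold, with no count in WP). LOC123108262 on chromosome 5A was that among those higher in WP vs BC (at least 14.6-fold, with no count in BC). LOC123180887 on chromosome 1D was that among those lower in BP vs BC (-1.53), and LOC123043574 on chromosome 2B among those lower in WP vs BP (-1.72). Leaving out each library in turn gave -1.81 to -1.28 for LOC123180887 and -2.12 to -0.71 for LOC123043574.

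In the part of Table S8 held, the sheets of the genes lower and of the genes higher in BC vs WC list the same 117 terms in the same order, with 103 genes queried in each. In the part of Table S6 held, no entry had a log2 fold change beyond 1.5 and p below 0.01 in all 6 comparisons.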
